# Lysine-36 of *Drosophila* histone H3.3 supports adult longevity

**DOI:** 10.1093/g3journal/jkae030

**Published:** 2024-02-16

**Authors:** John C Brown, Benjamin D McMichael, Vasudha Vandadi, Aadit Mukherjee, Harmony R Salzler, A Gregory Matera

**Keywords:** histone variant, post-transcriptional modification, PTMs, aging, senescence, telomeres, retrotransposition, gene expression, innate immunity, heterochromatin

## Abstract

Aging is a multifactorial process that disturbs homeostasis, increases disease susceptibility, and ultimately results in death. Although the definitive set of molecular mechanisms responsible for aging remain to be discovered, epigenetic change over time is proving to be a promising piece of the puzzle. Several post-translational histone modifications have been linked to the maintenance of longevity. Here, we focus on lysine-36 of the replication-independent histone protein, H3.3 (H3.3K36). To interrogate the role of this residue in *Drosophila* developmental gene regulation, we generated a lysine-to-arginine mutant that blocks the activity of its cognate-modifying enzymes. We found that an *H3.3B^K36R^* mutation causes a significant reduction in adult lifespan, accompanied by dysregulation of the genomic and transcriptomic architecture. Transgenic co-expression of wild-type *H3.3B* completely rescues the longevity defect. Because H3.3 is known to accumulate in nondividing tissues, we carried out transcriptome profiling of young vs aged adult fly heads. The data show that loss of H3.3K36 results in age-dependent misexpression of NF-κB and other innate immune target genes, as well as defects in silencing of heterochromatin. We propose H3.3K36 maintains the postmitotic epigenomic landscape, supporting longevity by regulating both pericentric and telomeric retrotransposons and by suppressing aberrant immune signaling.

## Introduction

Eukaryotic genomes are condensed in the nucleus of each cell as chromatin, a dynamic blend of histones, proteins, and DNA. Nucleosomes, the fundamental unit of chromatin, comprise ∼150 base pairs of DNA wrapped around an octamer of histones. Nucleosomes not only allow organisms to compress and store vast amounts of genetic information, but they also serve as steric barriers to a variety of DNA-templated processes (Lorch *et al.* 1987; Ransom *et al.* 2010; Bell *et al.* 2011). Accordingly, molecular mechanisms have evolved to alter and regulate genome accessibility. Included among these mechanisms for chromatin remodeling are the covalent post-translational modification (PTM) of histones and the incorporation of histone variants (Talbert and Henikoff 2010; Bannister and Kouzarides 2011; Clapier *et al.* 2017).

Histone tail residues sustain a remarkable diversity of PTMs, including methylation, acetylation, ubiquitylation, sumoylation, and phosphorylation (Li *et al.* 2007; Rothbart and Strahl 2014). Histone PTMs are hypothesized to alter local chromatin states via direct and indirect methods. For example, lysine acetylation alters chromatin directly by neutralizing positively charged lysine residues and weakening electrostatic interactions between histones and DNA (Eberharter and Becker 2002). In contrast, other modifications function through the recruitment of effector proteins (Rothbart and Strahl 2014).

The incorporation of variant histones further increases regulatory complexity. In *Drosophila*, the histone gene complex (*HisC*) encodes all five canonical histone proteins. It is comprised by a cluster of ∼100 tandemly repeated, 5 kb repeat units that encode H2A, H2B, H3, H4, as well as the linker histone H1. Canonical (replication-dependent) histones are synthesized and incorporated into chromatin during S phase of the cell cycle. Variant (replication-independent) histones are encoded by genes located outside of *HisC* and are synthesized and incorporated independently of DNA replication. Variant histones typically contain a few amino acid residue changes from their canonical counterparts, which can alter their PTMs, stability within the nucleosome, and interactions with other chromatin components (Talbert and Henikoff 2010).

Here, we focus on lysine-36 of the replication-independent histone, H3.3, and its role in regulating lifespan. H3.3 differs from the canonical H3 (H3.2) by four amino acids (Elsässer *et al.* 2010). These few differences enable a number of unique protein–protein interactions and PTM preferences (McKittrick *et al.* 2004; Filipescu *et al.* 2013). Ascomycete genomes, including budding yeast and other fungi, possess only one noncentromeric H3 protein, which is orthologous to metazoan H3.3. In budding yeast, mutation of either H3K36 or Set2, the enzyme that catalyzes mono-, di-, and tri-methylation of H3K36, causes replicative aging defects (Sen *et al.* 2015). In nematodes, inactivation of met-1, the Set2 ortholog, also decreases lifespan, whereas loss of H3.3 decreases the lifespan of long-lived *Caenorhabditis elegans* mutants (Ni *et al.* 2012; Pu *et al.* 2015; Piazzesi *et al.* 2016). Although these results suggest that H3.3K36 plays a conserved role in metazoan lifespan regulation, direct genetic tests of a role for this histone residue in aging have been lacking.

To investigate the function of H3.3K36 in *Drosophila* gene expression regulation, we previously generated a lysine-to-arginine mutant, *H3.3B^K36R^* (Salzler *et al.* 2023). Here, we show that an *H3.3B^K36R^* mutation (expressed in an *H3.3A^null^* background) causes age-dependent dysregulation of the transcriptome, resulting in a significantly reduced adult lifespan. This longevity defect can be rescued by ectopic expression of a wild-type *H3.3B* transgene. We also show that loss of H3.3K36 histones causes overexpression of NF-κB target genes in the adult brain, a disruption in several key aging-related metabolic processes, and progressive deterioration in silencing of heterochromatin. Indeed, we found clear evidence for age-dependent upregulation of repetitive elements, particularly LTR-type retroposons. Remarkably, the expression of LINE-like elements specifically involved in telomere maintenance was decreased. These findings lead us to propose that H3.3K36 supports longevity not only by promoting cellular homeostasis but also by suppressing the activity of transposable elements (TEs) and innate immune response genes in the adult brain.

## Materials and methods

### Fly husbandry and genetics

We generated *H3.3^K36R^* mutants by combining a K36R missense mutation at *H3.3B* (Salzler *et al.* 2023) and combining it with an *H3.3A^2×1^* null mutation (Sakai *et al.* 2009) *in trans* to the Df(2L)Bsc110 deficiency chromosome (*H3.3AΔ*). Experimental progeny obtained from crosses were screened using both *H3.3A^null^* and *H3.3^K36R^*. Animals were obtained by negative selection for the CyO, twGFP chromosome (see Supplementary Fig. S1 for details). The H3.3A^2×1^ and Df(2L)Bsc110 alleles were obtained from Bloomington Drosophila Stock Center (#68240, #8835). The H3.3 rescue transgene was created in an earlier study (Penke *et al.* 2018). Crosses were carried out in cages sealed with grape juice agar plates with supplemental yeast paste. Plates were replaced daily and GFP-negative larvae were sorted into vials of cornmeal-molasses food. Experimental flies were raised at 25°C, and all experiments were performed at 25°C unless otherwise noted.

### Adult lifespan assays

To assess longevity, parental stocks were mated on grape juice agar plates and larvae were sorted into vials of molasses food. For each replicate, 50 larvae were sorted into fresh food vials (total of four to six replicates per genotype) and the fraction (%) of animals that pupated and eclosed was calculated. The mean and standard deviation for each genotype were plotted with GraphPad Prism software. Following eclosion, male and female flies were kept in separate vials. Animals that eclosed within 48 h of each other were considered the same age in subsequent assays. To measure adult lifespans, each vial contained twenty or fewer flies to avoid crowding and was incubated on its side to reduce accidental deaths from animals getting stuck in the food. Dead flies were removed and survivors flipped into fresh food every 2–3 days to prevent death due to poor conditions. Survivors were recounted and recorded after each flip. Flies that were killed or escaped during the experiment were removed from the count.

### Fly head RNA extraction and RNA-sequencing

*H3.3^K36R^* and *H3.3^null^* animals were generated as above and were separated into groups based on the date of eclosion. Flies that eclosed within 48 h of each other were considered an age cohort. Young cohorts (0–2 days posteclosion) were processed without further aging, whereas old cohorts were processed after three weeks (21–25 days posteclosion). Heads were removed from the rest of the carcass and total RNA was extracted. For each biological replicate, 10–25 flies were anesthetized and placed in a 15 mL tube. The tube was submerged in liquid nitrogen for 5–10 s and then vortexed for 5–10 s to separate heads from carcasses. This process was repeated for a total of five times before pouring the contents of the tube into a set of stacked sieves (Cole-Parmer, 3″-Diameter Sieve, Full Height Stainless Steel, No. 25 on top of Cole-Parmer, 3″-Diameter Sieve, Full Height Stainless Steel, No. 40). Fly heads were recovered from the bottom sieve and either stored at −80°C or immediately used for RNA extraction. Fly heads were crushed in the TRIzol reagent (Thermo Fisher), and RNA was purified with the RNA clean and concentrator-5 kit (Zymo research), and equivalent amounts of RNA per replicate were used for cDNA library construction. Total (Ribo-minus) RNA-seq libraries, six (three male, three female) replicates per genotype, were prepared using a Universal RNA-seq library kit with NuQuant (Tecan). Sequencing was performed on a NovaSeq 6000SP (Illumina) producing 100 nt, paired-end reads.

### RNA-Seq analysis and datasets

Raw and processed RNA-seq data were deposited to Gene Expression Omnibus (GEO) under accession GSE244389. Quality control was performed with FastQC, ver. fastqc/0.11.7 (Andrews 2010), and reads were aligned using STAR (Dobin *et al.* 2013) to genome build dm6. Aligned reads were counted with featureCounts (Liao *et al.* 2014) and differential gene expression analysis was performed with DESeq2 (v1.34.0) (Love *et al.* 2014). 

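The deposited table holds 24 libraries, and the paper's text does not name the one removed. Supplementary Table 1 gives the mean normalized count of each of its 483 genes over the libraries that the paper used. These means were recomputed from the deposited normalized counts with each library left out in turn. Without young male H3.3K36R replicate 2, the recomputed means differed from the paper's by at most 4.19e-08%. With every library kept, or with any other library left out, the largest difference was at least 1342%. The 23 remaining libraries are the main set throughout, and values over all 24 are given beside them. In this library 23768043 reads were counted on genes, a total inside the range of the others. It differed in 29 genes chosen as markers of male reproductive tissue, whose mean log2(normalized count + 1) was 10.42. In the other libraries this mean was at most 4.42, in young female H3.3K36R replicate 2.

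**Figure D1:**
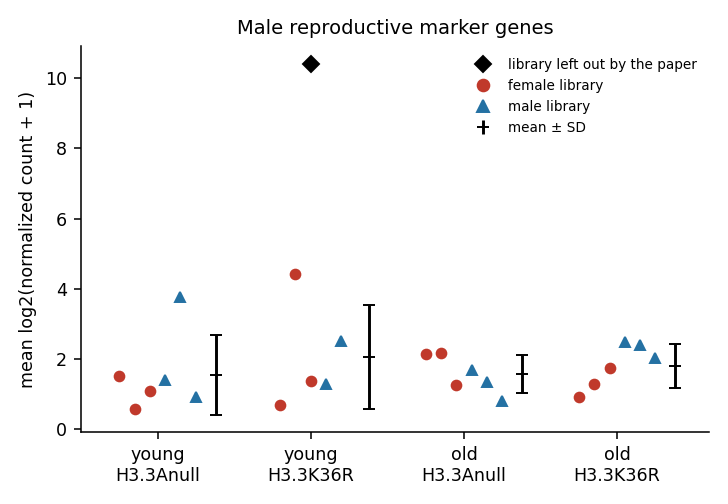
Mean log2(normalized count + 1) over 29 male reproductive marker genes in each library, by age and genotype, with circles for female and triangles for male libraries and bars for the mean ± SD of the libraries that the paper kept. The black diamond, young male H3.3K36R replicate 2, lies at 10.42 and every other library at 4.42 or below.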

One outlying sample was removed from the downstream analysis. Standard DESeq2 protocols were used to determine the statistical significance of differential gene expression analysis. The so-called “interaction model” (design = sex + age + genotype + age:genotype) takes into account changes in the effect size and direction between the two conditions and the genotypes (Love *et al.* 2014). Therefore this model places greater statistical weight on gene expression differences that result from the interaction between genotype and condition. Coding resources used for data processing can be found using the following DOI: https://doi.org/10.5281/zenodo.10553305.

Gene names, annotations, genome sequence, and a wealth of other pertinent information used in this study were obtained from FlyBase (Gramates *et al.* 2022). Gene ontology (GO) analyses were performed using g:Profiler (Reimand *et al.* 2007; Aleksander et al. 2023). Differential transposon analysis was performed using TEtranscripts (Jin *et al.* 2015). The statistical model used in this case included sex and genotype, as we chose to compare old mutants to old control animals.

### Assignment of differentially expressed genes to chromatin states

Files containing Chromatin State information for larval BG3 cells, as defined previously (Kharchenko *et al.* 2011), were downloaded from the modENCODE website. Gene interval coordinates for transcription-start and -end sites (TSSs and TESs) were intersected with the Chromatin State files using BEDTools (Quinlan and Hall 2010) to assign genes to a given state if they were covered by greater than 50% over its length. Those wherein no State exceeded 50% coverage were labeled as mixed. Genes were binned by state and plotted by log_2_-fold change values determined by DESeq2 (Love *et al.* 2014) using the noninteraction model.

### Position effect variegation experiments

Position effect variegation (PEV) reporter lines were obtained from the Bloomington Drosophila Stock Center: 118E-12, stock #84015; 39C-62, #44261; 118E-16, #84106; 8-M114, #84095; 8-M76, #84096; and 8-M112, #84093. These PEV lines carry a variegating hsp70::miniwhite insertion (Wallrath and Elgin 1995). To assess the role of H3.3K36 in heterochromatin spreading, PEV males with an H3.3A^2×1^/CyO 2nd chromosome were crossed to yw, H3.3BK36R; Df(Bsc110)/CyO, twGFP (H3.3BK36R) or yw; Df(Bsc110)/CyO, twGFP (H3.3AΔ) virgin females. Straight-winged male flies were age-matched, and flies that eclosed within 96 h of each other were grouped together. Images were taken on the following day, so the flies were 1–5 days posteclosion.

### Western blotting

Protein lysates from whole wandering third instar (WL3) larvae (ten animals per replicate) were obtained by homogenization with a micropestle in SUTEB buffer [1% SDS, 8 M urea, 10 mM EDTA (pH 8.0), and 5% β-mercaptoethanol, with 1:20 Halt protease inhibitor cocktail (Thermo Fisher Scientific, no. 78429)]. Chromatin was further disrupted by sonication with a Bioruptor Pico (Diagenode).

Samples were electrophoresed on 4 to 15% Mini-PROTEAN TGX Stain-Free protein gels (Bio-Rad, #4568084) for 60 min at 100 V. Western blotting was performed using the Bio-Rad Trans Blot Turbo transfer system using the provided buffer (Bio-Rad, no. 10026938) onto a nitrocellulose membrane at 1.3A/25 V for 7 min. Membranes were blocked at RT in 5% milk in TBS-T (Tris buffered saline, Tween 20). Primary antibody incubation was overnight at 4°C in TBS-T with 5% milk with one of the following antibodies: polyclonal rabbit anti-H4 pan acetyl (1:1000; Activemotif, no. 39925) or polyclonal rabbit anti-H3 (Abcam, #1791). For each primary antibody, an anti-rabbit secondary (Sigma-Aldrich, no. 12-348) was used at 1:5000.

Blots were incubated with a chemiluminescent detection reagent (Amersham ECL Prime Western Blotting Detection Reagents, GE Healthcare, no. RPN2236) and imaged on an Amersham Imager 600 (GE Healthcare). Between primary antibody antibodies, blots were stripped, rinsed in TBS-T, and incubated with a detection reagent to verify the removal of antibody before reprobing. Relative band intensity ratios were calculated using NIH ImageJ. Briefly, a box of equal size and dimension was drawn around each band, and integrated density (IntDen) inside the box was recorded. For each blot, a ratio of H4ac/H3 IntDen was calculated per sample lane. In addition, a normalized value for each mutant genotype was calculated by dividing the mutant ratio by that of the control *H3.3A^null^* genotype. Lysates from yellow-white (yw) wild-type control animals, along with 12xH3.2K36R mutants. Quantification of the data from 12xH3.2K36R mutants was not used in the graphical comparison due to differences in overall histone gene number (each of the other genotypes contain 200 × copies of the replication-dependent histone genes).

## Results

### *H3.3^K36R^* causes an adult lifespan defect

*Drosophila* histone H3.3 protein is encoded by two genes, *H3.3A* on the second chromosome and *H3.3B* on the X chromosome (Akhmanova *et al.* 1995). We previously engineered a missense mutation in *H3.3B* (*H3.3B^K36R^*) using Cas9-mediated homologous DNA repair, for details see (Salzler *et al.* 2023). By combining the *H3.3B^K36R^* mutation with deletion of *H3.3A* (*H3.3A^null^*), we generated *H3.3^K36R^* animals that completely lack H3.3K36 (Fig. 1a, Supplementary Fig. 1). 

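H3.3A is listed in the deposited table as His3.3A (FBgn0014857) and lies on chromosome arm 2L of the dm6 assembly from 5055058 to 5056149, where it overlaps Nepl3 on the opposite strand. H3.3B is listed as His3.3B (FBgn0004828) and lies on the X chromosome from 9152523 to 9156669. Adult heads of both genotypes lack a functional H3.3A gene and differ in H3.3B, whose protein carries lysine at position 36 in H3.3Anull animals and arginine in H3.3K36R animals. His3.3B had 18412 to 26536 normalized counts per library over the 23 libraries of the RNA-seq experiment. His3.3A, whose null allele both genotypes carry, had 270 to 525. In young heads the log2 fold change of His3.3B between H3.3K36R and H3.3Anull was -0.06 (standard error 0.076, adjusted p = 0.668 from limma), and in old heads it was 0.04 (standard error 0.072, adjusted p = 0.782). For His3.3A these log2 fold changes were -0.14 (adjusted p = 0.49) and -0.02 (adjusted p = 0.943). In these mixed-sex comparisons neither gene differed between the genotypes by more than the spread between replicates at either age. Within young females the genotypes did not overlap in His3.3A, at 346 to 390 normalized counts in H3.3Anull and 270 to 339 in H3.3K36R. In young males they did, at 308 to 403 and 361 to 374.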

We also utilized an *H3.3B^WT^* transgene inserted onto the third chromosome (Penke *et al.* 2018) to generate *H3.3A^null-WTR^* and *H3.3^K36R-WTR^* (wild-type rescue) flies (Fig. 1a, Supplementary Fig. 1). As shown in Fig. 1b, the majority of *H3.3A^null^, H3.3^K36R^*, and *H3.3^K36R-WTR^* animals complete development and eclose as adults at similar frequencies to a wild-type Oregon R (Ore-R) control. Thus, arginine substitution of H3.3K36 has no significant effect on organismal viability.

**Fig. 1.**
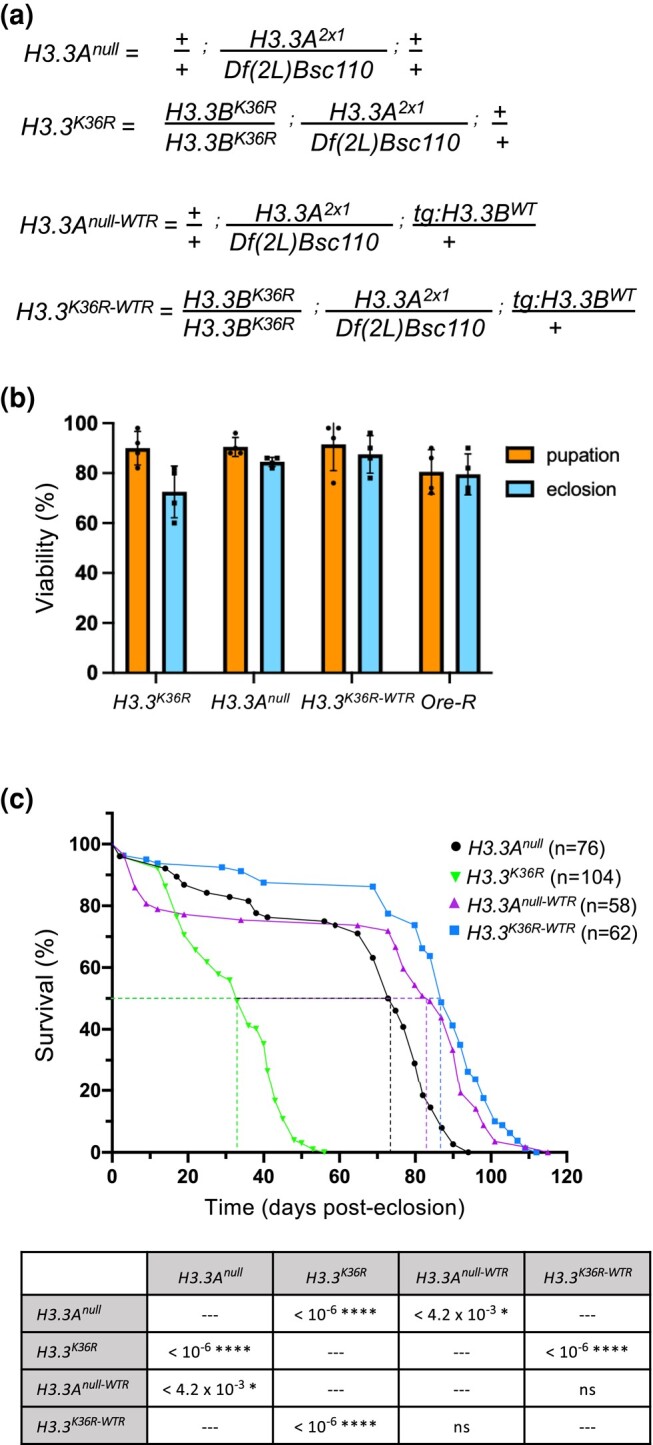
*H3.3^K36R^* mutation reduces adult lifespan relative to *H3.3A^null^* and wild-type rescue (WTR) controls. a) Detailed genotypes for *H3.3A^null^*, *H3.3^K36R^*, *H3.3A^null-WTR^*, and *H3.3^K36R-WTR^* animals. The notation *tg:H3.3B^WT^* corresponds to the rescue transgene. b) Developmental viability assay. For each genotype, pupation and eclosion frequencies (%) were calculated and plotted (50 larvae per biological replicate vial). The mean and SD of these percentages are shown. Oregon-R (Ore-R) was used as an additional control. c) Adult longevity assays for *H3.3A^null^* and *H3.3A^null-WTR^* controls, and for *H3.3^K36R^* and *H3.3 ^K36R-WTR^* flies. Median lifespan was determined (dotted lines) by identifying the day at which 50% of the animals survived. Statistical comparison of survival curves using Gehan–Breslow–Wilcoxon tests are presented in the accompanying table. A Bonferroni correction for multiple comparisons was employed, resulting in the following adjusted significance values: *P < 0.0125, **P < 0.0025, ***P < 2.5 × 10^−4^, ****P < 2.5 × 10^−5^.

To understand the role that this residue might play in longevity, we carried out adult lifespan assays. We measured the lifespan of *H3.3^K36R^* mutants and compared the results to those obtained for *H3.3A^null^* control animals (Fig. 1c, graph). Note that the *H3.3A^null^* genotype has a small, but significant decrease in median lifespan by comparison to an Ore-R wild-type strain (Supplementary Fig. 2). As defined by the number of days (posteclosion) at which 50% of the animals survived, the K36R mutation has a pronounced and highly significant effect on adult lifespan (Fig. 1c, table). Furthermore, ectopic expression of wild-type H3.3 protein fully rescued this defect. That is, the median survival time of *H3.3^K36R^* mutants was roughly 33 days posteclosion, whereas that of *H3.3^K36R-WTR^* control animals was 87 days (Fig. 1c, graph). To minimize the potential effects of genetic background on longevity, we employed isogenic second chromosomes and crossed closely related strains together to produce the experimental genotypes (Supplementary Fig. 1). Rescue of the shortened lifespan by expression of a wild-type *H3.3B* transgene strongly suggests that the longevity defect is due to the *H3.3B^K36R^* mutation. Thus, we conclude that mutation of H3.3 lysine-36 causes a substantial reduction in adult lifespan. Consistent with previous studies showing that H3.3 is essential for lifespan extension in nematodes (Piazzesi *et al.* 2016), this work shows that lysine-36 plays a direct role in this process.

### Gene expression analysis in young vs old fly heads from *H3.3^K36R^* mutants and controls

Organismal lifespan is influenced by multiple interconnected factors, many of which are unknown, and most of which are poorly understood (Zhang *et al.* 2015; Garschall and Flatt 2018; Aron *et al.* 2022). Although cellular senescence is a natural and beneficial process in certain contexts, the accumulation of senescent cells over time is thought to contribute to aging and age-related diseases (Childs *et al.* 2015). Despite their relatively short lifespan, many fundamental mechanisms underlying aging are conserved between fruit flies and humans, making *Drosophila* a valuable model for studying senescence-related processes. The brain of the adult fly is composed primarily of diploid postmitotic cells that rely on histone variant-specific assembly mechanisms for nucleosome turnover (Konev *et al.* 2007). Indeed, H3.3 is reportedly enriched in the adult fly brain, and its deposition increases with age (Schoberleitner *et al.* 2021). Thus, brain cells should be particularly sensitive to the potential effects of a histone H3.3 missense mutation.

To gain insight into mechanisms by which H3.3K36 might influence age-dependent regulation of gene expression, we carried out transcriptome profiling of young vs old fly heads. As detailed in the Materials and Methods, adult head RNA was extracted from six replicates (three male and three female) of each age:genotype pair (young and old *H3.3A^null^* and young and old *H3.3^K36R^* animals). Libraries were prepared from total, Ribo-minus RNA samples and subjected to 100nt, paired-end RNA-sequencing (RNA-seq) using standard procedures (see Methods for details). 

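Each library was made from the heads of 10 to 25 flies of one sex, age and genotype, with 3 libraries in each of 8 groups. Young flies were 0 to 2 days old and old flies 21 to 25 days old. H3.3Anull animals, which carry wild-type H3.3B, are the control for H3.3K36R animals. The authors aligned the reads to dm6 with STAR, counted them on genes with featureCounts and deposited normalized counts for 17606 genes. In every library 100% of the deposited values are whole multiples of one step, so each value is a read count divided by the size factor of its library. The size factors lie between 0.75 and 1.41, and they equal DESeq2's size factors over the 24 libraries. Between 21263006 and 42763126 reads per library were counted on genes, with a median of 27084709. The median was 35273531 in young female H3.3Anull, 23510962 in young female H3.3K36R, 31509731 in young male H3.3Anull and 27948796 in young male H3.3K36R heads. In old heads it was 29111504 in female H3.3Anull, 23399530 in female H3.3K36R, 27763237 in male H3.3Anull and 22616140 in male H3.3K36R. Every H3.3K36R library was shallower than every H3.3Anull library in young females, young males and old males. The labels of the sexes were checked on the male-specific RNA roX1, with at least 39681 normalized counts in males and at most 3195 in females. It was not equally low in all females, as 3 H3.3Anull libraries had 2905 to 3195 and the others of that genotype at most 596. Among H3.3K36R females, young replicate 3 had 2830, the other young libraries 354 and 420, and the old libraries 1368 to 1586. Genes with at least 10 normalized counts in at least 3 libraries were tested, 12493 in all, on log2(normalized count + 1) with limma, two-sided, and Benjamini-Hochberg adjustment. The mixed-sex comparisons used one fit of the age and genotype groups with sex as a covariate, and the comparisons within a sex used one fit of the 8 groups. A gene with an adjusted p below 0.05 is called a DEG here, as in the paper. Replicate numbers were shared between groups. After each group's mean was taken out, libraries with the same number had a mean correlation of 0.101, against -0.0492 for libraries with different numbers. Libraries of the same number, age and sex but the other genotype had a mean correlation of 0.0163. Values from a fit with the replicate number as a replicate block are therefore given beside the values without it. edgeR and DESeq2 were run on the recovered read counts of the same 12493 genes, as alternatives.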

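The components were computed from the 500 most variable tested genes on log2(normalized count + 1), centred and not scaled, over 23 libraries. PC1 held 31.6% of the variance, and 80.1% of the variation in its scores lay between ages. Its mean score was 29 ± 13.9 (SD, n = 6) in young H3.3Anull heads and 15.7 ± 13.1 (SD, n = 5) in young H3.3K36R heads. In old heads the mean score was -17.3 ± 6.30 (SD, n = 6) for H3.3Anull and -24.9 ± 7.27 (SD, n = 6) for H3.3K36R. PC2 held 16.6% of the variance, with 33.5% of its variation between genotypes, 11.8% between ages and 0.448% between sexes. PC2 also followed reads on autosomal genes that are silent in most libraries. Each of the 6 libraries with reads on over 50% of these silent genes had the lowest PC2 score of its sex, age and genotype. These scores ran from -38.6 to -13.2. The sexes differed most on PC3 and PC4, which held 13.2% and 9.52% of the variance and had 43.7% and 46.6% of their variation between sexes. No one of these components placed every female library apart from every male library. Over all 24 libraries PC1 held 49.2% of the variance and PC2 15.7%. On variance-stabilized values of the recovered reads, an alternative chosen after seeing the data, 77.8% of the variation of PC2 lay between sexes and the sexes did not overlap on it. On those values PC1 held 43.3% and PC2 19.7% of the variance.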

Principle component analysis (PCA) of the dataset (Fig. 2a) shows that the samples segregate primarily on the basis of age (PC1) and sex (PC2). Furthermore, the old adult samples can be distinguished by genotype-specific differences (Fig. 2a).

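In old heads the mean score of H3.3K36R libraries minus that of H3.3Anull libraries was 23.5 on PC3 (p = 0.01, adjusted p = 0.06) and -16.9 on PC4 (p = 0.015, adjusted p = 0.06), by exact two-sided permutation of genotype within sex over 400 relabellings. On PC2 the difference was -18.7 (exact permutation p = 0.05, adjusted p = 0.1), and on PC1 it was -7.54 (exact permutation p = 0.105, adjusted p = 0.168). The adjustment covers 8 tests, of 4 components at 2 ages, and none passed 0.05 after it. In young heads, with 200 relabellings, the largest difference between the genotypes was -24.5 on PC2 (exact permutation p = 0.035, adjusted p = 0.0933). The PC2 differences were not tested apart from the reads on silent genes that PC2 followed. On variance-stabilized values each of the first 3 components differed between the old genotypes at an exact permutation p of 0.005, with differences of -5.85, 11.1 and -20.8, and on PC3 no old H3.3K36R library overlapped an old H3.3Anull library.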

**Fig. 2.**
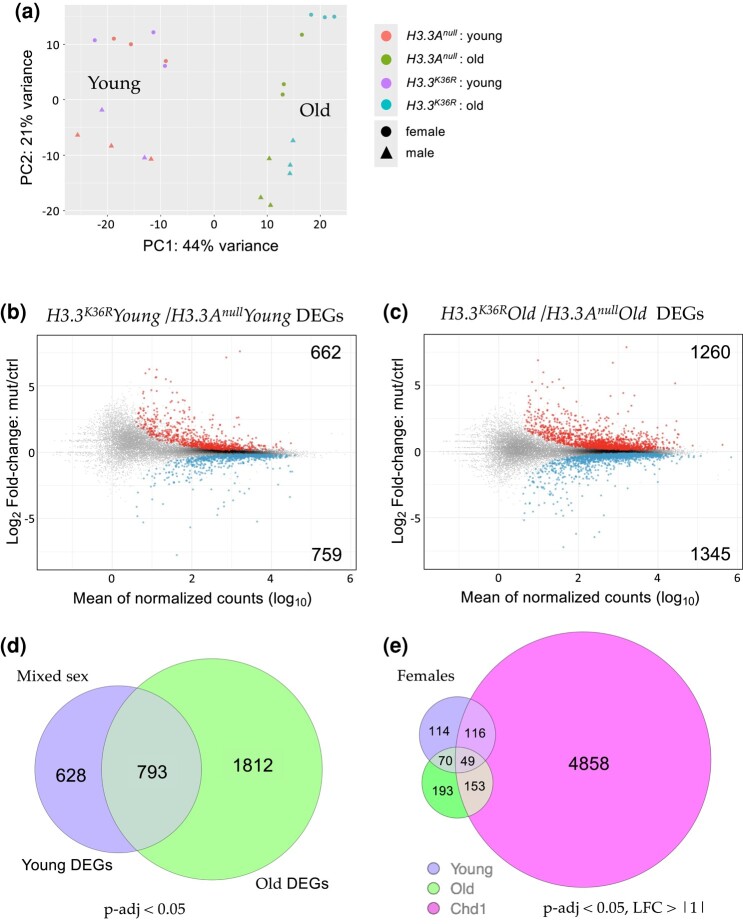
Transcriptomic profiling of young and old adult fly brains. a) PCA of young (0–2 d posteclosion) and old (21–25 d) *H3.3A^null^* and *H3.3^K36R^* fly heads, labeled by sex. b) M/A plot comparing gene expression from mixed sex *H3.3^K36R^* and *H3.3A^null^* young fly heads. Differentially shaded dots represent DEGs that were significantly (adjusted *P*-value, *P*-adj < 0.05) up- (red, above midline) or downregulated (blue, below). The number of DEGs in each direction is shown in the upper and lower corners. c) M/A plot of mixed sex *H3.3^K36R^* vs *H3.3A^null^* transcripts from old adults. Labeling and significance as per panel (b). d) Venn diagram comparing overall number of DEGs (*P*-adj <0.05) between *H3.3A^null^* and *H3.3^K36R^* genotypes, young and old mixed sex fly heads. e) Venn diagram of DEGs (*P*-adj < 0.05 and log_2_-fold change ≥ |1|) from female *H3.3^K36R^* (young or old) vs aged (20 d) female *Chd1* fly heads. Data for *Chd1* provided by Schoberleitner *et al.* (2021).

In order to identify differentially expressed genes (DEGs), we plotted the log_2_-fold change (*H3.3^K36R^*/*H3.3A^null^*) for each transcript, vs the mean of normalized counts for that transcript. Among the younger flies, we found that there were 1,421 genes (662 up, 759 down) that were differentially expressed (*P*-adj < 0.05) in the mutant vs control samples (Fig. 2b). 

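Here 1150 genes passed the adjusted p of 0.05 in young heads, 600 higher and 550 lower in H3.3K36R, of 2967 with an unadjusted p below 0.05. Their median absolute log2 fold change was 0.55. A replicate block in the fit gave 1282 genes, and over all libraries, with young male H3.3K36R replicate 2 included, 1458 passed. The count moved most without sex as a covariate, to 692 genes. Upper-quartile scaling in place of the deposited size factors gave 1083 genes, of which 64% were higher in H3.3K36R, against 52.2% with the deposited scaling. With each library left out in turn, between 856 and 1156 genes passed. The largest increases were in CG14419 (FBgn0029639, chromosome X from 2885186 to 2885914), which overlaps a gene on the opposite strand, in CG3588 (FBgn0025643, chromosome X from 2919770 to 2924426) and in lncRNA:CR45625 (FBgn0267185, chromosome X from 12912560 to 12913009). CG14419 had 18.1 ± 38.7 normalized counts (SD, n = 6) in young H3.3Anull heads and 2011 ± 513 (SD, n = 5) in young H3.3K36R heads, a log2 fold change of 8.27 (standard error 0.78, adjusted p = 2.2e-07 from limma). CG3588 rose by a log2 fold change of 7.64 (adjusted p = 2.2e-07 from limma) and lncRNA:CR45625 by 4.93 (adjusted p = 5.5e-08 from limma). The largest decreases were in CG2209 (FBgn0030441) and CG32523 (FBgn0052523), both on chromosome X, and in IBIN. CG2209 fell from 99.4 ± 13.7 normalized counts to 0.498 ± 0.682, and CG32523 from 909 ± 340 to 37.7 ± 32.2. The X chromosome, which carries the edited H3.3B gene, holds 21 of the 48 genes that changed more than 4-fold in the same direction at both ages.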

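In old heads 2327 genes passed the adjusted p of 0.05, 1254 higher and 1073 lower in H3.3K36R, of 3835 with an unadjusted p below 0.05. The median absolute log2 fold change of these genes was 0.53. There were 2537 with the replicate block and 2064 over all libraries. Leaving out each library in turn gave 1886 to 2924 genes. CG14419 and CG3588 were again the most increased genes, with log2 fold changes of 8.39 and 7.10, both on chromosome X as H3.3B is. The next was Lsp2 (FBgn0002565, chromosome arm 3L from 12129393 to 12131869), with 1386 ± 2615 normalized counts (SD, n = 6) in old H3.3Anull and 48195 ± 51839 (SD, n = 6) in old H3.3K36R heads. Its log2 fold change was 5.99 (standard error 0.78, adjusted p = 8.8e-06 from limma), and one old female H3.3Anull library held 6714 of its counts against at most 460 in the other H3.3Anull libraries. CG14456 (FBgn0037176) decreased most, from 472 ± 273 to 5.31 ± 2.75 normalized counts, a log2 fold change of -6.15 (standard error 0.73, adjusted p = 2.3e-06 from limma).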

A similar M/A plot comparing the older mutant and control animals showed that there were 2,605 DEGs (1260 up and 1345 down, Fig. 2c). Deposition of H3.3 protein in adult heads has been shown to increase with age from ∼17% of total H3 in newly-eclosed animals to ∼34% in 20–25 day old flies like the ones used here (Schoberleitner *et al.* 2021). Consistent with this finding, we identified nearly twice as many DEGs in the older dataset, 793 of which overlapped with those in the younger animals (Fig. 2d).

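The old list held 2.02 times as many genes as the young list. With one old library left out, which leaves 11 old and 11 young libraries, the ratio lay between 1.67 and 2.03. With all libraries, so with 12 at each age, 2064 old and 1458 young genes passed. The library added there is the one with high male reproductive markers, so these counts do not compare the number of libraries alone. The lists shared 668 genes, and 652 of these, 97.6%, changed in the same direction at both ages. Another 482 genes passed in young heads alone and 1659 in old heads alone. The shared count was 729 with the replicate block, 736 over all libraries, and 561 to 668 with each library left out in turn. A gene in one list alone is not shown to differ between the ages, which the age-by-genotype interaction tests. The paper sets the larger number of DEGs in old heads beside the published rise of H3.3 with age as a share of total H3.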

To maximize the chances of capturing H3.3-specific effects, we focused our attention on DEGs identified in the older age group, and compared them to an RNA-seq dataset prepared from similarly-aged female *Chd1* (*chromodomain-helicase-DNA binding protein 1*) null mutants, using a separate DESeq2 model using data only from females (Schoberleitner *et al.* 2021). Chd1 protein is part of a histone chaperone complex that functions together with Hira (Histone regulator A) to specifically deposit H3.3 into chromatin in the adult brain and other postmitotic tissues (Konev *et al.* 2007). *Chd1* null animals display a very similar adult longevity phenotype to *H3.3^K36R^* (K36R) mutants (Schoberleitner *et al.* 2021). Differential expression analysis of *Chd1* null animals identified roughly 12,000 DEGs (*P*-adj < 0.05). Unsurprisingly, most of the previously identified (young + old) K36R DEGs were contained within this large set (Supplementary Fig. 3a). We therefore applied more stringent cutoffs (*P*-adj < 0.05, log2 FC > |1|) to highlight the genes with the greatest magnitude changes in all three groups and found that the overlap was greatly reduced. 

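For the lists within a sex, DEGs had an adjusted p below 0.05 and an absolute log2 fold change above 1. In young female heads 240 genes passed, 172 higher and 68 lower in H3.3K36R, and in old female heads 425 passed, 282 higher and 143 lower. Without the threshold on the fold change, 486 genes passed in young and 1350 in old females, of 2089 and 3038 with an unadjusted p below 0.05. The young female list had 279 genes with the replicate block and 188 over all libraries, and the old female list had 447 and 388. With only the 2 young female groups in the fit, 99 genes passed, the largest move of this list among the alternatives. Leaving out each library in turn gave 158 to 258 genes in young and 300 to 442 in old females. Median absolute log2 fold changes were 1.84 in the young and 1.56 in the old female list.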

For this more stringent comparison, we also restricted it to our female K36R datasets, because the Chd1 DEGs were derived from female-only fly heads (Fig. 2e). Strikingly, the degree of overlap between the old K36R and Chd1 DEGs went from roughly 84% to around 43% (Supplementary Fig. 3b). Moreover, all of the non-Chd1 overlapping transcripts in the old female K36R dataset remained above the higher stringency threshold (Fig. 2e). Thus, the K36-specific DEGs, generally represented larger magnitude changes.

Interestingly, the female K36R fly head transcriptome appears to be affected earlier, and disrupted to a greater extent, than that of the male (Fig. 3a). 

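In young male heads, with 2 H3.3K36R libraries against 3 H3.3Anull libraries, 177 genes passed the thresholds on the adjusted p and the fold change, 105 higher and 72 lower in H3.3K36R. Of these H3.3K36R libraries, replicate 3 had 56504 normalized counts of the yolk protein gene Yp1, against at most 1282 in the other young males. Without the fold change threshold 579 genes passed in young males, more than the number in young females. In old male heads 420 genes passed, 308 higher and 112 lower. With the replicate block the male lists had 191 and 455 genes, and over all libraries, where young males have 3 H3.3K36R libraries, 228 and 367. The young male list then held more genes than the young female list, but the library added to it is the one with high male reproductive markers. With DESeq2 the young lists held 353 genes in females and 215 in males. limma's weights for single libraries reduced the young male list to 29 genes. In young heads 99 genes were in the lists of both sexes, 141 in that of females alone and 78 in that of males alone, and 123 of the 141 changed in the same direction in males. In old heads 216 genes were shared, 209 were in the female and 204 in the male list alone, and 192 of the 209 changed in the same direction in males. The difference between the sexes was tested by the interaction of sex and genotype within each age. In young heads 0 genes passed an adjusted p of 0.05 (769 with an unadjusted p below 0.05), with and without the replicate block and over all libraries, and 7 passed with DESeq2. In old heads 6 genes passed (670 with an unadjusted p below 0.05), 7 with the replicate block, 4 over all libraries, 38 with DESeq2 and 23 with weights for single libraries. These 6 genes, named after their values were seen, were Bin1, Tig, 28SrRNA-Psi:CR40596, CG6870, CG12766 and CG14607. From the lists of Fig. 3a, the paper proposes that the female head transcriptome is affected earlier and more than that of males.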

Parsing out the longevity data in Fig. 1 by sex revealed that female K36R mutants had a median lifespan of around 30 d, compared to 40 d for males (Supplementary Fig. 4). Functional enrichment analysis of the old female DEGs produced a number of senescence-associated GO terms (Ashburner *et al.* 2000; Gene Ontology Consortium *et al.* 2023). These include genes involved in metabolic pathways that include cytochrome P450 and other enzymes, such as oxidoreductases (Fig. 3b). In contrast, GO analysis of old male K36R mutants identified detoxification factors, serine peptidases, and ecdysteroid insect hormone enzymes (Fig. 3b). 

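GO annotation is not among the files, so genes were taken by symbol. Of 82 tested genes whose symbols start with Cyp and a digit, which name the cytochrome P450 family, 10 were among the 425 old female DEGs, 8 higher and 2 lower in H3.3K36R. This is 12.2% of the family against 3.34% of all other tested genes (odds ratio 4.01, p = 0.00045, adjusted p = 0.00089 over 4 tests, two-sided Fisher's exact test). With the replicate block 10 P450 genes were again in the list (odds ratio 3.81), and over all libraries 9 (odds ratio 4.03). In old males 7 were DEGs, 6 higher (odds ratio 2.71, p = 0.0202, adjusted p = 0.0202, Fisher's exact test). The male odds ratio was 2.49 with the replicate block and 3.21 over all libraries, and it was 0.946 without old male H3.3Anull replicate 2 (Fisher's exact p = 1). Cyp309a1 rose most in old females, by a log2 fold change of 3.34 (standard error 0.49, adjusted p = 0.00015 from limma), and by 1.70 (adjusted p = 0.037 from limma) in old males. Cyp4g1 fell most, by a log2 fold change of -3.83 (standard error 1.05, adjusted p = 0.0231 from limma) in old females. These named P450 genes were chosen after their values were seen. The interaction of sex and genotype in old heads called no P450 gene. Genes of a family are not independent of each other, which the test does not take into account.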

Interestingly, brain extracellular region proteins were identified in both sexes. This category of genes is among the hallmarks of the senescence-associated secretory phenotype (SASP), which has been implicated as a driver of numerous age-related disorders (Naylor *et al.* 2013; Mavrogonatou *et al.* 2023; Mebratu *et al.* 2023). 

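Genes whose symbols start with Gst and a capital letter, 34 of those tested, encode glutathione transferases. Among the old female DEGs were 10 of them, 8 higher and 2 lower in H3.3K36R (odds ratio 12.1, p = 1.18e-07, adjusted p = 4.71e-07, two-sided Fisher's exact test). The old male DEGs held 5, of which 3 were higher (odds ratio 5.00, p = 0.0052, adjusted p = 0.0070, Fisher's exact test). With the replicate block these odds ratios were 11.5 and 4.60, and over all libraries 13.7 and 5.93. Leaving out each library in turn kept the female odds ratio at 10.005 or above, with a highest Fisher's exact p of 5.77e-06, and the male odds ratio at 3.29 or above, with a highest Fisher's exact p of 0.0733. GstD1, GstD2 and GstE7 were higher in both sexes, and GstE13 and GstZ1 were lower in both. GstD4 rose most in old females, by a log2 fold change of 1.98 (standard error 0.55, adjusted p = 0.0229 from limma). The genes named here were chosen after their values were seen.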

Another prominent GO term category, identified in both males and females, centers around the oxidization and transport of glutathione (Fig. 3b). In studies from nematodes to mice, glutathione has been broadly implicated in brain disorders and cellular senescence (Liu *et al.* 2004; Gusarov *et al.* 2021; Iskusnykh *et al.* 2022). Altogether, these data support the view that H3.3K36 is important for maintaining cellular homeostasis in the adult brain.

**Fig. 3.**
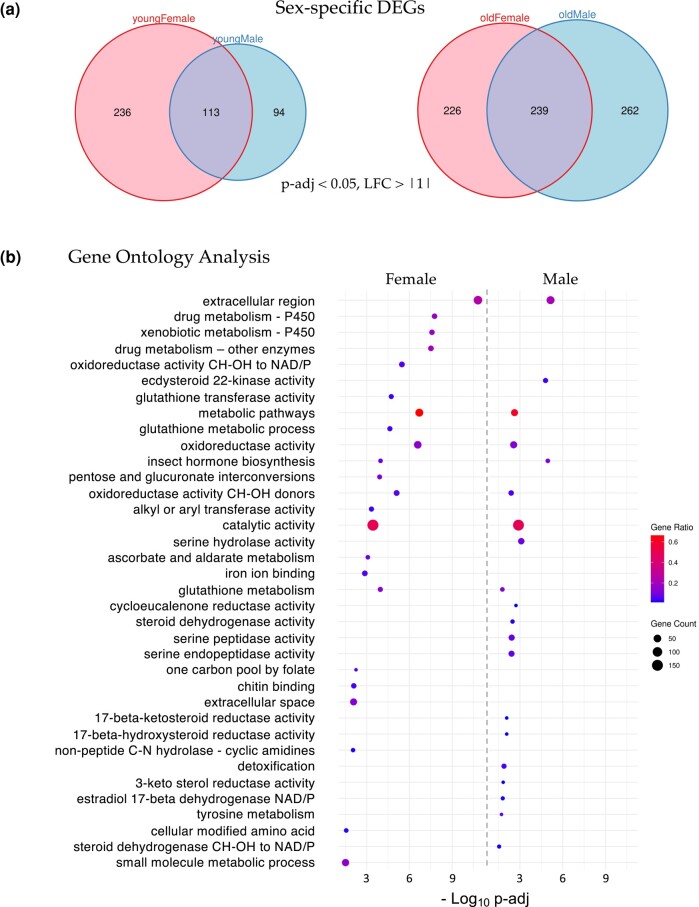
Sex-specific analysis of significant DEGs. a) Venn diagrams of age- and sex-specific DEGs (*P*-adj < 0.05 and, LFC > |1|) between *H3.3^K36R^* vs *H3.3A^null^* fly heads. Left diagram compares DEGs in young female with young male fly heads (0–2 d posteclosion), and right diagram compares DEGs in old female with old male fly heads (21–25 d). b) GO analysis of the DEGs identified in panel (a) (old female and old male). The size of each dot is proportional to the number of genes contained within a given ontology term (gene count), and the fraction of those genes scoring significantly (gene ratio) is represented using a heatmap. Adjusted *P*-values (−log_10_ transformed) for each GO term were calculated and plotted separately for both females and males.

### A statistical interaction model highlights defects in innate immune signaling

Though informative, our comparison to the *Chd1* RNA-seq dataset (Schoberleitner *et al.* 2021) and our original DESeq2 model were unable to take into account the effects of both age and sex. We therefore wanted to design an experiment to interrogate the differential effects that age and sex have on *H3.3^K36R^* flies, relative to *H3.3A^null^* controls. As shown in Fig. 4a, we used DESeq2 and R to create a multifactorial statistical model with two genotypes (*H3.3^K36R^* and *H3.3A^null^*), four conditions (i.e. with age and sex as covariates), and the interaction between age and genotype (age:genotype). This new model places higher weight on gene expression differences that result from the interaction between genotype and condition, rather than by identifying significant differences within a genotype in two separate conditions (for additional details, see Methods). The interaction model thus accounts for the fact that the control genotype could have a different baseline (Fig. 4a) for each of the various conditions (young and old). Strikingly, the age:genotype interaction model reduced the total number of statistically significant gene expression changes (*P*-adj < 0.05) from 3,256 down to 483 transcripts (Fig. 4b and Supplementary Table 1). 

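For each gene the interaction was the log2 fold change between the genotypes in old heads minus that in young heads. An adjusted p below 0.05 was reached by 277 genes, 177 with a positive and 100 with a negative interaction, of 1649 with an unadjusted p below 0.05. The lists of young, old and interaction DEGs together held 2815 genes. The fit with the replicate block gave 324 genes, and that over all libraries 212. DESeq2 gave 484 and edgeR 192, on the same genes and libraries. Without sex as a covariate 85 genes passed, and leaving out each library in turn gave 181 to 360 genes. Of the 277 genes, 273 are in Supplementary Table 1. The sign of the interaction was that of Supplementary Table 1 for all 483 of its genes. The 3 largest positive interactions were in IBIN, SPH93 and BomBc1, and the 3 largest negative ones in CG11349 (FBgn0035550), CG30008 (FBgn0050008) and CG34305 (FBgn0085334). CG34305 (chromosome arm 3R from 4242785 to 4243146) had an interaction log2 fold change of -3.32 (standard error 0.47, adjusted p = 0.0004 from limma), with 28.6 ± 11.3 normalized counts (SD, n = 6) in old H3.3Anull and 3.36 ± 3.69 (SD, n = 6) in old H3.3K36R heads. CG30008 had -3.59 (adjusted p = 0.0079 from limma, 0.0568 over all libraries) and CG11349 had -3.63 (adjusted p = 0.0324 from limma). The paper reasons that the interaction allows for a baseline of the control genotype that could differ between the ages.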

Only 312 out of the 1812 “Old-only” DEGs classified in the previous comparison (Fig. 2d) were found to be significant in the interaction model, and 23 new DEGs were uncovered (Fig. 4b).

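By the limma lists, 192 of the 1659 genes called in old heads alone also passed in the interaction. The interaction list held 37 of the 482 genes called in young heads alone and 42 of the 668 shared genes. The remaining 6 interaction genes were in neither list.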

**Fig. 4.**
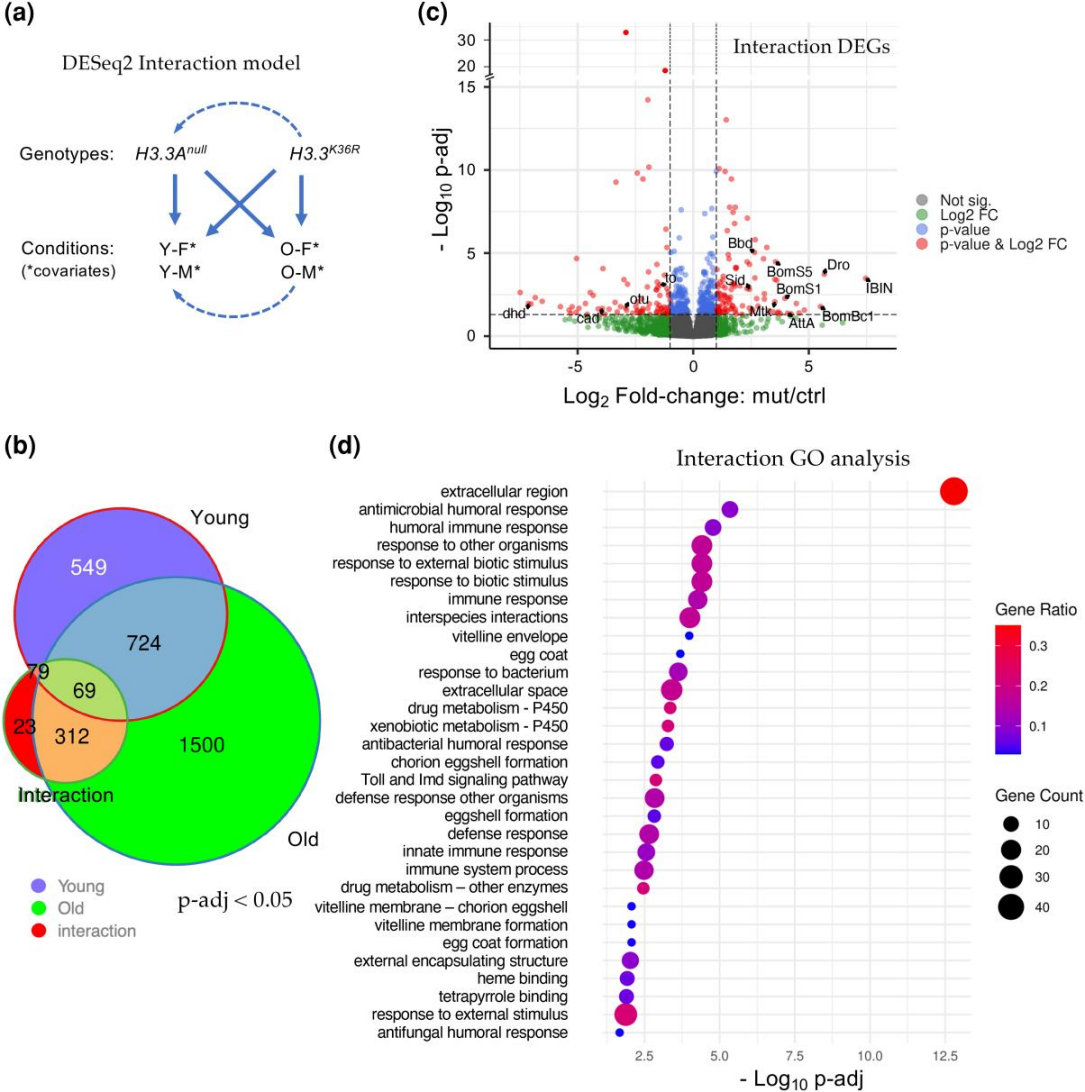
Analysis of the interaction between age and genotype in old and young fly heads. a) Graphical representation of the DESeq2 model including interaction terms (design = sex + age + genotype + age:genotype). Solid arrows represent genotype:condition terms, dotted arrows illustrate how the model sets reference levels. b) Venn diagram of DEGs (*P*-adj < 0.05) in young *H3.3^K36R^* vs *H3.3A^null^* (0–2 d posteclosion) and old *H3.3^K36R^* vs *H3.3A^null^* fly heads (21–25 d), compared to those identified using the interaction model (age:genotype). c) Volcano plot of RNA-Seq data obtained using the interaction model. Dotted lines represent significance cutoffs for adjusted *P*-value and log_2_-fold change. Dots represent individual genes, color coded according to the key at right. d) GO analysis of DEGs (*P-*adj < 0.05 and LFC > |1|) that were determined using the interaction model. Adjusted *P*-values (−log_10_ transformed) for each GO term were calculated and plotted. The size of each dot is proportional to the number of genes contained within a given ontology term (gene count), and the fraction of those genes scoring significantly (gene ratio) is represented using a heatmap.

A volcano plot of all the genes identified using the age:genotype interaction is shown in Fig. 4c. 

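With an absolute log2 fold change above 1 as a further threshold, 122 interaction genes remained, 89 positive and 33 negative, so that 73% were positive. Without it 63.9% of the interaction genes were positive. This share differed between alternatives, at 55.0% with upper-quartile scaling, 53.6% with edgeR's TMM scaling and test and 54.5% with DESeq2. It was 65.4% with the replicate block and 68.4% over all libraries. In the paper's Supplementary Table 1, the paper's own count with both thresholds is 112 positive and 86 negative genes.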

As illustrated, the distribution of the Interaction DEGs (*P*-adj < 0.05, LFC > |1|, red dots) was roughly equal between up- and downregulated genes. Notable among the genes whose expression went up are numerous downstream targets of NF-kB signaling. These include the antimicrobial peptides (AMPs) Drosomycin (Drs), Drosocin (Dro), Attacin A (AttA), Metchnikowin (Mtk), and Bomanins S1, S2, S3, and S5; Bc1, Bc3; T1, T2, T3 (Fig. 4c and Supplementary Table 1). 

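Of the 13 antimicrobial peptide genes named, 12 passed an adjusted p of 0.05 in the interaction here. Drs (FBgn0283461, chromosome arm 3L from 3369556 to 3369942) had 1645 ± 1082 normalized counts (SD, n = 6) in young H3.3Anull and 219 ± 87.7 (SD, n = 5) in young H3.3K36R heads. In old heads it had 1209 ± 2693 (SD, n = 6) in H3.3Anull and 3125 ± 3453 (SD, n = 6) in H3.3K36R. Its interaction log2 fold change was 5.51 (standard error 1.45, adjusted p = 0.0467 from limma), and the adjusted p was 0.0536 with the replicate block and between 0.0405 and 0.157 over the alternatives with no library left out. With each library left out in turn, Drs did not pass in 18 of 23 fits, with an adjusted p of up to 0.0951. In H3.3Anull the old Drs counts rest on one female library with 6704, against at most 163 in the other libraries. Dro (FBgn0010388, chromosome arm 2R from 14745961 to 14746714) was lower in young H3.3K36R heads, by a log2 fold change of -2.91 (adjusted p = 0.029 from limma), and higher in old ones, by 3.11 (adjusted p = 0.0073 from limma). Its interaction was 6.02 (standard error 1.15, adjusted p = 0.0071 from limma), 5.96 with the replicate block and 6.31 over all libraries. BomBc3 (FBgn0040582, chromosome arm 3R from 22087075 to 22088501) differed little in young heads, with a log2 fold change of -0.19 (adjusted p = 0.801 from limma), and had 343 ± 279 normalized counts (SD, n = 6) in old H3.3Anull and 2482 ± 1362 (SD, n = 6) in old H3.3K36R heads. Its interaction was 3.16 (standard error 0.51, adjusted p = 0.0016 from limma). Mtk had an interaction of 4.05 (adjusted p = 0.0229 from limma), with an old difference of 1.53 that did not pass (adjusted p = 0.103). AttA (FBgn0012042) had an interaction of 4.96 (standard error 1.36) and did not pass (adjusted p = 0.059 from limma, 0.0459 over all libraries, 0.0667 with the replicate block, between 0.0417 and 0.174 over the alternatives with no library left out, and between 0.0115 and 0.105 with each library left out in turn).

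**Figure D2:**
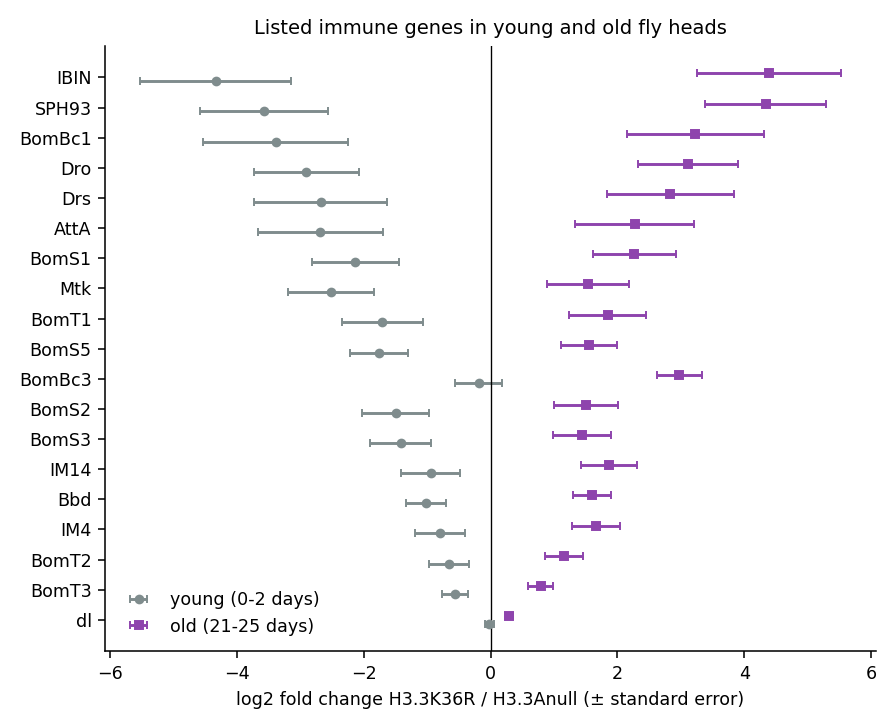
Log2 fold change between H3.3K36R and H3.3Anull heads for each of the 19 immune genes that the paper names, from limma, in young flies (grey circles) and old flies (purple squares), with bars for the standard error. The values run from -4.34 to -0.02 in young and from 0.29 to 4.38 in old heads.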

Other well-known immune effectors include IBIN/CG44404, IM4/CG15231, IM14/CG33990, Bbd/CG18067, and SPH93/CG44404. These host defense factors are encoded by well-known antibacterial and antifungal response genes that are targeted by the Toll and IMD signaling pathways (Lindsay *et al.* 2018; Hanson *et al.* 2021). Indeed, the NF-kB ortholog dorsal (dl) is itself among the genes that are differentially upregulated in the mutants (Supplementary Table 1).

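IBIN (FBgn0265577, chromosome arm 2R from 17671068 to 17671295) had the largest interaction log2 fold change of all genes that passed, 8.72 (standard error 1.64, adjusted p = 0.0066 from limma). It had 1610 ± 956 normalized counts (SD, n = 6) in young H3.3Anull, 128 ± 153 (SD, n = 5) in young H3.3K36R, 3373 ± 8037 (SD, n = 6) in old H3.3Anull and 11679 ± 16976 (SD, n = 6) in old H3.3K36R heads. One old female H3.3Anull library had 19779 of these, and the other libraries of that group had at most 197. SPH93 (FBgn0032638, chromosome arm 2L from 17454263 to 17455923), which overlaps CG5050 on the opposite strand, had an interaction of 7.92 (standard error 1.39, adjusted p = 0.0033 from limma). Bbd, IM4 and IM14 had interactions of 2.62, 2.46 and 2.81, each past the threshold (adjusted p = 0.0021, 0.0188 and 0.0225 from limma). Of the 19 immune genes that the paper names, dl included, 17 passed an adjusted p of 0.05 over all tested genes. All 19 passed when adjusted over the list alone, a list made of the paper's own calls on these data. In the replicate block fit 17 passed, over all libraries 18, with DESeq2 19, with edgeR 7 and without the sex covariate 7. The 19 genes were lower in young H3.3K36R heads, 6 of them past the threshold, with a median log2 fold change of -1.71, and higher in old ones, 16 past the threshold, with a median of 1.85. For dl the young difference of -0.02 is smaller than its standard error of 0.071. The median share of the interaction that came from the young difference was 48.3%. The mean log2(normalized count + 1) over the 19 genes was 11.2 ± 0.52 (SD, n = 6) in young H3.3Anull and 9.46 ± 0.25 (SD, n = 5) in young H3.3K36R heads, a difference of -1.74 (exact two-sided permutation p = 0.005, the smallest that 200 relabellings within sex can give). In old heads the mean was 9.81 ± 1.45 (SD, n = 6) in H3.3Anull and 12.0 ± 1.33 (SD, n = 6) in H3.3K36R, a difference of 2.14 (exact two-sided permutation p = 0.01 over 400 relabellings). As the 19 genes were picked from these same libraries, neither p-value is independent support for a difference.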

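For dl (FBgn0260632, chromosome arm 2L from 17436830 to 17450364) the young groups had 2369 ± 193 (SD, n = 6, H3.3Anull) and 2365 ± 166 (SD, n = 5, H3.3K36R) normalized counts. The old groups had 2596 ± 269 (SD, n = 6) and 3179 ± 426.9 (SD, n = 6). In old heads dl was higher in H3.3K36R by a log2 fold change of 0.29 (standard error 0.067, adjusted p = 0.0039 from limma), and this passed with the replicate block (adjusted p = 0.0014) and over all libraries (adjusted p = 0.0062). The interaction of dl was 0.31 (standard error 0.098) and did not pass (adjusted p = 0.118 from limma). It passed with the replicate block (0.33, adjusted p = 0.0479) and not over all libraries (0.27, adjusted p = 0.23), and the adjusted p lay between 0.0479 and 0.434 over the alternatives with no library left out.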

Among the genes that were significantly reduced in expression are several notable transcription factors, including ovarian tumor (otu/CG12743), and caudal (cad/CG1759). 

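otu (FBgn0003023, chromosome X from 8485008 to 8489535), which overlaps CG33181 on the opposite strand, had 116 ± 182 normalized counts (SD, n = 6) in old H3.3Anull and 27.3 ± 10.1 (SD, n = 6) in old H3.3K36R heads. In young heads it had 12.9 ± 5.18 (SD, n = 6) and 24.1 ± 15.2 (SD, n = 5). cad (FBgn0000251, chromosome arm 2L from 20770731 to 20783135) had 79.2 ± 138 (SD, n = 6) and 12.5 ± 8.03 (SD, n = 6) in old, and 6.04 ± 4.10 (SD, n = 6) and 15.3 ± 17.7 (SD, n = 5) in young heads. The interaction of otu was -1.98 (standard error 0.77, adjusted p = 0.234 from limma) and that of cad was -2.21 (standard error 1.08, adjusted p = 0.385 from limma), and neither passed the threshold. With the replicate block the adjusted p was 0.212 for otu and 0.316 for cad, and over all libraries 0.26 and 0.323. The adjusted p lay between 0.0198 and 0.916 for otu and between 0.0213 and 0.944 for cad over the alternatives with no library left out, below 0.05 with DESeq2 alone. Neither difference exceeds the spread between old H3.3Anull libraries, where the highest, male replicate 1, had 486 otu and 359 cad counts. The highest otu count among the others of that group was 68.9. With the mean of ovary marker genes as a covariate, an alternative chosen after seeing the data, the interaction was -0.27 for otu and 0.24 for cad. From the changes of dl, the antimicrobial peptides, otu and cad, the paper concludes that targets of NF-kB are raised and genes that dampen these pathways are lowered.

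**Figure D3:**
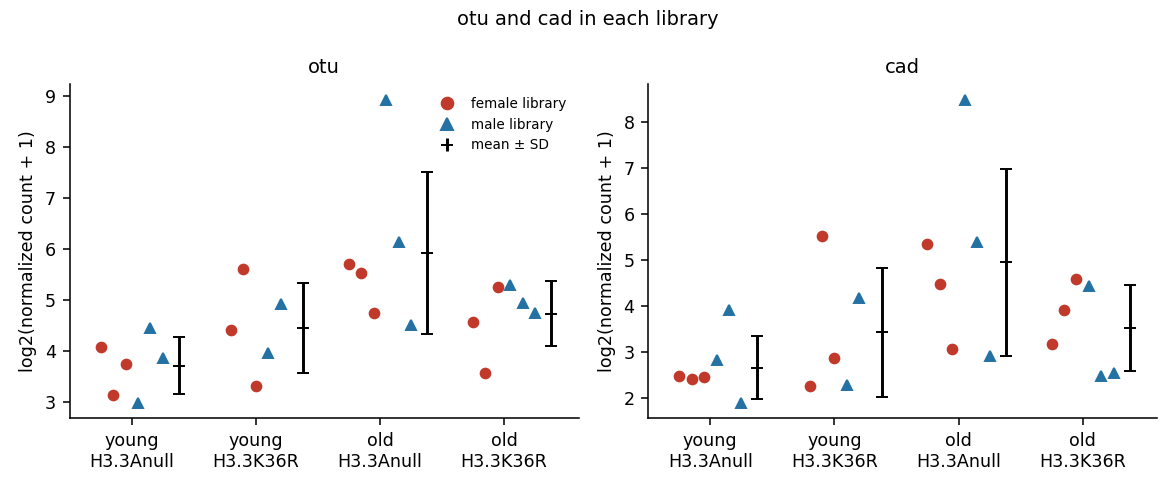
log2(normalized count + 1) of otu (left) and cad (right) in each library by age and genotype, with circles for female and triangles for male libraries and bars for the mean ± SD. One old male H3.3Anull library, with 486 otu counts, lies above the others of the 23 libraries plotted in both panels.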

Cad and otu are negative regulators of immune (IMD) signaling that, in the adult animal, have been implicated in the maintenance of homeostasis (Ryu *et al.* 2004, 2008; Ji *et al.* 2019). Thus, not only are the downstream targets of NF-kB upregulated, but genes involved in dampening or turning off these pathways are also downregulated. 

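Sid (FBgn0039593) lies on chromosome arm 3R from 28670704 to 28672021. Its normalized counts were 63.1 ± 25.1 (SD, n = 6) in young H3.3Anull, 36.1 ± 16.3 (SD, n = 5) in young H3.3K36R, 40.8 ± 27.3 (SD, n = 6) in old H3.3Anull and 115 ± 72.8 (SD, n = 6) in old H3.3K36R heads. The interaction log2 fold change was 2.52 (standard error 0.58, adjusted p = 0.0229 from limma), which is 5.72-fold. With the replicate block it was 2.58 (adjusted p = 0.012) and over all libraries 2.58 (adjusted p = 0.017), within 0.0015 to 0.134 over the alternatives with no library left out. In old heads alone Sid was higher by a log2 fold change of 1.58 (standard error 0.40, adjusted p = 0.0072 from limma), and in young heads it was lower by one of -0.94 that did not pass (adjusted p = 0.176 from limma).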

Another indicator of a runaway immune response in the brains of aging K36R mutants is highlighted by a 5-fold upregulation of the *Stress-induced DNase* gene, *Sid/CG9989* (Supplementary Table 1). Sid protein is highly induced by bacterial infection and is thought to protect cells from the toxic effects of excess nucleic acids that are released during a vigorous immune challenge (Seong *et al.* 2014).

Consistent with the findings outlined above, GO analysis of the Interaction DEGs (using a more stringent *P*-adj < 0.05 and LFC > |1| cutoff) identified these and many other genes implicating a hyperactivation of immune response pathways in the absence of an external challenge (Fig. 4d). Although these pathways have been clearly implicated in numerous other studies of senescence and aging, the work here provides the first evidence linking them to H3.3K36-dependent processes in animals (see Discussion).

### Age-dependent loss of heterochromatic silencing

Previously, we showed that *H3.3^K36R^* mutants eclose at significantly higher frequencies than those that lack both copies of *H3.3*, strongly suggesting that H3.3K36R protein is incorporated into chromatin and is partially functional (Salzler *et al.* 2023). Chromatin profiling of wandering third instar wing discs showed that the *H3.3^K36R^* mutation had little effect on H3K27me3 levels overall, yet the mutant adults displayed mild homeotic transformations (Salzler *et al.* 2023). Hence, we were interested in determining which types of chromatin might be affected by loss of H3.3 lysine-36.

Kharchenko and colleagues have classified nine different *Drosophila* chromatin “states” that are based on a wide variety of underlying histone marks and binding factors (Kharchenko *et al.* 2011). We used genome coordinates, derived from profiling data in BG3 larval brain cells, which have been established for each of these states to carry out an analysis of the genes that were differentially expressed in our K36R mutants. Rather than focusing on a small subset of DEGs whose contribution to the phenotype is uncertain, we broadened this analysis to the union set of young and old DEGs (Fig. 2d). Genes whose coordinates did not overlap with those of any single chromatin state by at least 50% were binned into a tenth (NA) category.

As shown in Fig. 5a, we plotted the mean log_2_-fold change over time for the DEGs that fell into each of these ten categories (Chromatin States). The plot on the left within each color grouping measures fold-change between young *H3.3^K36R^* mutants vs controls, whereas the plot on the right does the same for the older animals. The color code and brief descriptions of the characteristics for each chromatin state (Kharchenko *et al.* 2011) are provided in Fig. 5b. Base mean expression levels for DEGs in each state are provided for purposes of comparison (Supplementary Fig. 5a). As illustrated, Chromatin States 1–3, which comprise roughly 30% of the genome and are characterized by “active” marks, are relatively unchanged from young to old animals (Fig. 5a). DEGs in States 4, 7, and 8 are characterized by less active marks and showed the greatest degree of change, increasing substantially over adult lifespan. In contrast, DEGs in States 5 and 6 trended towards lower expression levels over time (Fig. 5a). In male cells, State 5 is characteristic of dosage-compensated genes on the X chromosome (high levels of H4K16ac), and as expected, the DEGs in this category were highly enriched on the X (245/266 genes, see Fig. 5c). By definition, we do not expect these same genes to be hyper-H4K16ac in female cells. Parsing this analysis by sex (Supplementary Fig. 5b), we observed a downward trend in males, consistent with a possible role for H3.3K36 in dosage compensation. However, we also observed a similar trend in females where the chromatin status of this group of genes is unknown (Supplementary Fig. 5b). Thus, the effect on these DEGs was not driven solely by males. State 6 genes are predominantly marked by H3K27me3 and are likely to be negatively regulated by the Polycomb repressive complex, which has been implicated in aging in *Drosophila* and other species (Siebold *et al.* 2010; Ni *et al.* 2012; Sen *et al.* 2016).

**Fig. 5.**
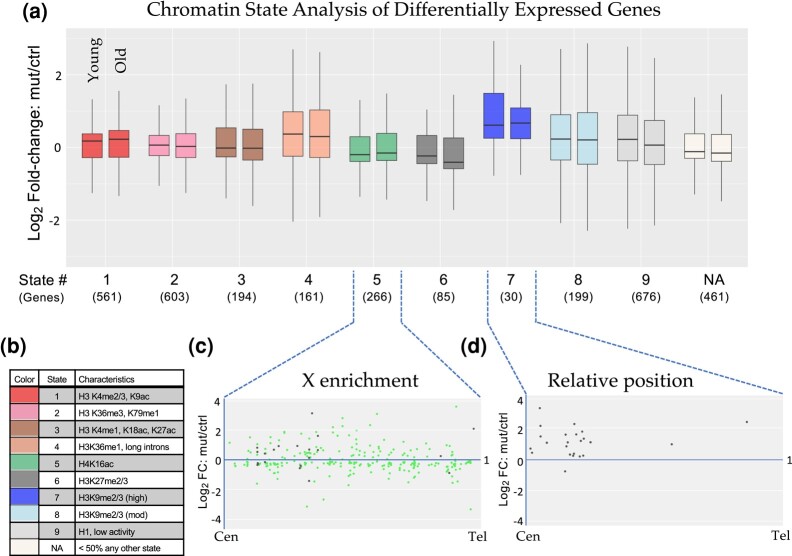
Chromatin state analysis of DEGs. a) The combined set of DEGs (adjusted *P*-value < 0.05) from the noninteraction DESeq2 model for both Young and Old conditions for *H3.3^K36R^* mutants relative to *H3.3A^null^* controls was binned by predominant chromatin state (Kharchenko *et al.* 2011). Genes were binned to a given state if > 50% of the gene was marked by that state. The “NA” category was comprised of genes where no state color was > 50% of gene length (406 genes) or if chromatin states were undetermined when the original chromatin state study was published (55 genes). The mut/ctrl log_2_-fold change value for binned genes was plotted separately for Young and Old conditions. b) A legend for colors corresponding to each chromatin state depicted in panel (a), with representative histone marks for each state. c) and d) For genes in States 5 and 7, mut/ctrl log_2_-fold change values for the Old condition were plotted vs relative position along chromosome arms for all chromosomes, from centromere (Cen) to telomere (Tel). For State 5, the X chromosome genes are colored green, and autosomal genes, black.

The DEGs in State 7 showed the greatest degree of expression change in young adults as well as in change over time (Fig. 5a). State 7 is characterized by high levels of heterochromatic H3K9me2/3 marks (Fig. 5b). Although there was no single chromosome arm that harbored the bulk of these genes, 7/30 DEGs were located on the primarily heterochromatic 4th chromosome. Interestingly, 21 of the remaining 23 DEGs were located in centromere-proximal locations along their respective chromosome arms. A metaplot of these 23 genes from State 7 is shown in Fig. 5d, showing that all but one of them were derepressed in the mutant. Note that the genome build for these regions is incomplete, and so, the relative position of the centromere is not the same for each arm. Thus, the metaplot is not meant to depict the precise location of each DEG but rather to illustrate its general positioning along the arm. Nevertheless, the results collectively provide strong evidence that loss of H3.3 K36 results in derepression of genes located in heterochromatic regions of the genome.

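Chromatin states are not among the files, so regions were defined by position on dm6. Over 149 tested genes within 2 Mb of the centromere-proximal ends of the arms, the mean log2(normalized count + 1) was 7.50 ± 0.13 (SD, n = 6) in old H3.3Anull and 7.76 ± 0.12 (SD, n = 6) in old H3.3K36R heads. The difference between the genotypes, with sex taken into account, was 0.26 (exact two-sided permutation p = 0.01 over 400 relabellings within sex). It held within replicate blocks (exact permutation p = 0.0313 over 64 relabellings), was 0.26 over all libraries, and lay between 0.22 and 0.29 with each library left out in turn. The difference was smaller with a minimum of 50 normalized counts (0.13, exact permutation p = 0.01). It was also smaller within 4 Mb (0.14, exact permutation p = 0.03) and within 1 Mb (0.19, exact permutation p = 0.005) of the arm ends. With the median over the genes in place of the mean the difference was -0.02 (exact permutation p = 0.755). The median of the single genes' log2 fold changes was 0.057, with 87 of the 149 above 0. Among these genes 47 were old DEGs, 34 higher and 13 lower, 31.5% against 18.5% elsewhere (odds ratio 2.03, adjusted p = 0.00049, two-sided Fisher's exact test). By arm the old difference was 0.32 on 2L (67 genes), 0.40 on 2R (16 genes), 0.75 on 3L (14 genes) and 0.66 on 3R (2 genes), and it was -0.01 on X (50 genes, exact permutation p = 0.815). In young heads the means were 7.40 ± 0.092 (SD, n = 6) and 7.56 ± 0.23 (SD, n = 5), a difference of 0.14 (exact permutation p = 0.205, within blocks 0.25), or 0.23 over all libraries (exact permutation p = 0.125). Of these genes 26 were young DEGs, 15 higher and 11 lower, 17.4% against 9.11% elsewhere (odds ratio 2.11, adjusted p = 0.0028, two-sided Fisher's exact test). Over 104 genes of the fourth chromosome the difference was 0.02 in old heads (exact permutation p = 0.545, within blocks 0.312) and -0.03 in young heads (exact permutation p = 0.91, within blocks 0.906), or 0.0016 over all libraries (exact permutation p = 1). Without young male H3.3K36R replicate 3, where these genes were low, the young difference was 0.083 (exact permutation p = 0.0125, the smallest that 80 relabellings can give). For the fourth chromosome in old heads the sign changed with upper-quartile scaling, a higher count minimum or the median over genes. Of its genes 19 were old DEGs, 10 higher, and 12 were young DEGs, 6 higher. From the location of the DEGs in Fig. 5, the paper sees strong evidence for derepression of genes in heterochromatic regions upon loss of H3.3 K36.

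**Figure D4:**
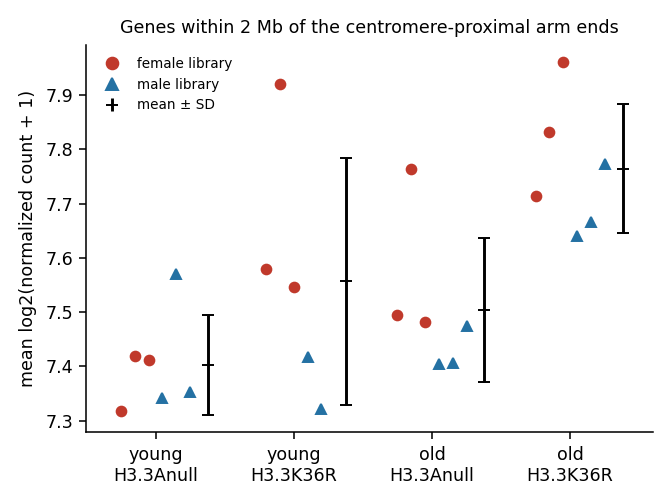
Mean log2(normalized count + 1) over 149 genes within 2 Mb of the centromere-proximal arm ends in each library, by age and genotype, with circles for female and triangles for male libraries and bars for the mean ± SD. In old heads H3.3K36R libraries average 7.76 and H3.3Anull libraries 7.50.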

### *H3.3^K36R^* mutants exhibit position effects in the adult eye

In contrast with its typical role as a marker of active genes along chromosome arms, H3.3 is also known to be deposited by the ATRX•Daxx complex to maintain repressive pericentric and (sub)telomeric chromatin (Wong *et al.* 2009; Drane *et al.* 2010; Lewis *et al.* 2010). In mouse embryonic stem cells, loss of *H3f3*a and *H3f3b* (orthologs of *H3.3A* and *H3.3B* in flies) results in reduced levels of H3K9me3 and ATRX at telomeres (Udugama *et al.* 2015). The chromatin state analysis of *H3.3^K36R^* DEGs shown in Fig. 5 clearly implicates a disruption to H3K9-mediated silencing, particularly in centromere-proximal regions. However, due to the paucity of protein coding genes located near telomeres, this approach is unable to evaluate the transcriptional status of telomere-proximal heterochromatin.

The fruitfly genome is rare among eukaryotes because it does not encode a telomerase RNP (Mason *et al.* 2008). Instead, telomere length is maintained by controlled retrotransposition of *HeT-A* (*Healing Transposon A*), *TART* (*Telomere Associated Retrotransposon*), and *TAHRE* (*Telomere Associated and HeT-A Related*) elements into a telomere-proximal region (Fig. 6a). Telomeric chromatin is comprised of two distinct epigenetic compartments that are believed to perform different functions. The so-called HTT (*HeT-A, TART, TAHRE*) array (Fig. 6a), is primarily marked by H3K9 methylation that is thought to be required for proper expression of the HTT array (Mason *et al.* 2008; Cacchione *et al.* 2020). Adjacent to the array are the Telomere Associated Sequences (TAS, Fig. 6a), which contain 40–60 copies of telomere-specific satellite repeats per chromosome arm (Mason *et al.* 2008; Antao *et al.* 2012). Interestingly, TAS repeats are marked by repressive H3K27me3 and Polycomb Group (PcG) proteins (Boivin *et al.* 2003).

**Fig. 6.**
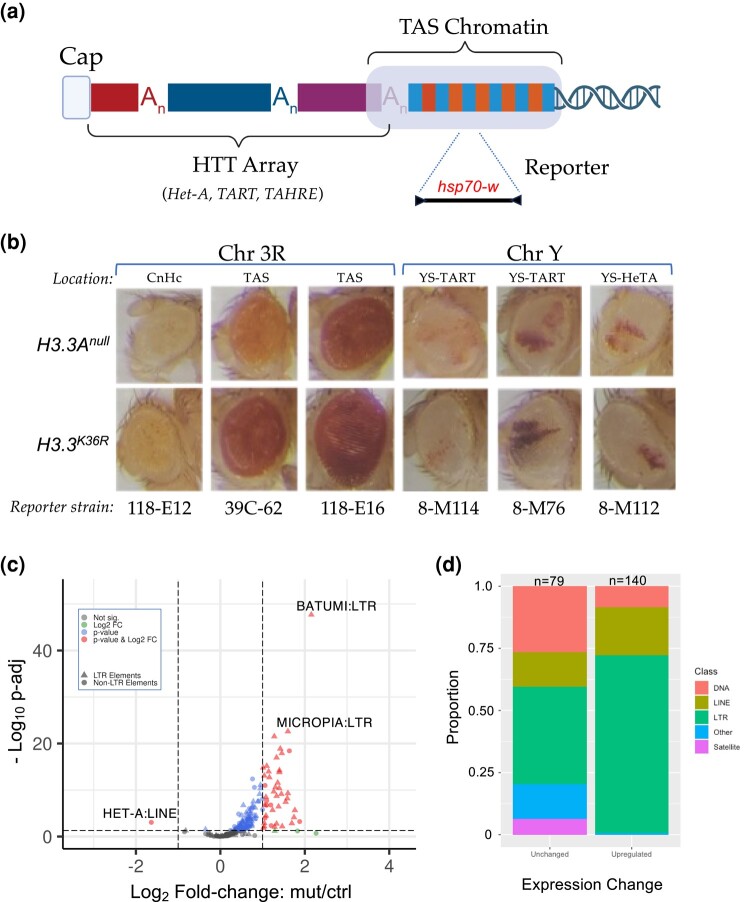
Telomeric position effect and TE expression analysis. a) Cartoon depicting key features of *Drosophila* telomeres. At the distal end of the telomere, a capping complex assembles adjacent to arrays of *Het-A, TAHRE,* and *TART* retrotransposons (HTT array). Proximal to that is the TAS (Telomere Associated Sequence) Chromatin, which is characterized by the presence of complex satellite repeats that vary by chromosome. b) Images of adult eyes. For each column, representative examples are shown for a particular reporter strain. Rows correspond to genotype (*H3.3A^null^* control or *H3.3^K36R^* mutant). The location and type of chromatin for each reporter strain is also indicated: Pericentric heterochromatin (CnHc), TAS, YS-TART (Y chromosome TART), and YS-HeTA (Y chromosome HeT-A). *n*-values for each experiment ranged from 16 to 44, see Supplementary Fig. 6 for details. c) Volcano plot of annotated TEs analyzed using the TEcounts tool within TEtranscripts. Each dot or triangle represents the combined reads from all loci for a given TE subtype. Dotted lines represent significance cutoffs for adjusted *P*-value and log_2_-fold change. Symbols are color coded according to the key in the upper left. LTR-type transposons are represented by triangles, non-LTR elements are shown as dots. d) Stacked bar graph, binned by whether TEs were upregulated or unchanged in the *H3.3^K36R^* mutant. The relative proportion of a given type of TE (DNA, LINE, LTR, Satellite, and Other) in each bin are shaded as indicated in the legend.

In order to assay the functional consequences of *H3.3^K36R^* mutation at telomeres, we utilized a miniwhite reporter system pioneered by Wallrath and Elgin (Wallrath and Elgin 1995). These and other reporters have been widely used to analyze PEV of the *white* gene in the adult *Drosophila* eye (Fig. 6a). We ingressed six different *hsp70-w* reporter transgenes, located either on 3R or YS, into the background of *H3.3A^null^* or *H3.3^K36R^* mutants. Five of these lines contain insertions in telomeric chromatin (two in TAS on 3R; two in the HTT array of the Y chromosome), and one of them (118-E12) is inserted near centric heterochromatin on 3R (Fig. 6b). Surprisingly, none of the HTT reporters on the Y chromosome showed appreciable differences in the intensity or extent of PEV in the K36R mutant eyes, compared to the controls (Fig. 6b). In contrast, each of the TAS reporters on 3R showed an increase in the overall intensity of red eye pigmentation compared to the basal levels of the control animals. Also note that Y chromosome reporters showed significant variegation, whereas the 3R lines had more uniform expression levels. Although the basal level of pigmentation in 118-E6 is quite high, and that of line 118-E12 is rather low, we consistently found slightly higher levels in the K36R animals (Fig. 6b and Supplementary Fig. 6). This effect is more clearly seen in line 39C-62, which has moderate basal levels and demonstrably higher levels in the presence of the K36R mutation (Fig. 6b). These observations indicate that H3.3K36 may play a role in maintaining a suppressive chromatin environment within TAS as well as centric heterochromatin.

### Loss of H3.3 K36 reduces expression of telomere-specific retroposons but causes derepression of many other TEs

The role of ATRX•Daxx-mediated H3.3 deposition in promoting and maintaining the silencing of TEs is a well-documented feature of higher eukaryotic genomes (Elsässer *et al.* 2015; Sadic *et al.* 2015; Groh *et al.* 2021). Thus, we were curious to directly determine whether transcription of telomeric transposons was altered. Because transposons are repetitive elements, traditional RNA-seq pipelines are not set up to properly apportion short sequencing reads to repeat-rich regions of the genome. Hence, differential analysis of transposable element (TE) expression was performed using the open source software package, TEtranscripts (Jin *et al.* 2015). A volcano plot of these data is shown in Fig. 6c, revealing a dramatic TE derepression phenotype. Prominent among the classes of *upregulated* TEs are LTR-type retrotransposons (Fig. 6, c and d). Increasing mobilization of transposons leading to DNA damage has also been associated with aging (Cardelli 2018; Ochoa Thomas *et al.* 2020). These data suggest that activation of repressed TEs may contribute to the reduced lifespan of *H3.3^K36R^* mutant animals.

Conspicuous among the TE families that are *downregulated* in K36R mutants is the *HeT-A* family of LINE-like (non-LTR) retroposons involved in telomere length maintenance. As shown in Fig. 6c, expression of transcripts corresponding to the *HeT-A* family is dramatically reduced in old K36R mutant vs control fly heads. Note that we also found that expression of both *HeT-A* and *TART* elements was significantly reduced in the old K36R mutants if we employed the more commonly-used featureCounts tool instead of TEcounts (see Supplementary Tables 2 and 3). Among the three telomeric retrotransposons, *HeT-A* elements are particularly important because the *HeT-A* Orf1p/Gag protein recruits its *TART* counterpart to chromosome ends (Pardue *et al.* 2005; Casacuberta 2017). Thus, reduced expression of *HeT-A* elements would be expected to have serious consequences for telomeric stability (Silva-Sousa *et al.* 2012). Telomere shortening is a well-known hallmark of cellular senescence; these data are consistent with the notion that defects in telomere maintenance contribute to the observed reduced lifespan phenotype in *H3.3^K36R^* animals.

### Hyperacetlyation of histone H4 in H3.3K36R chromatin

Our finding of impaired heterochromatic silencing in H3.3K36R mutants aligns well with previous observations of senescence-associated heterochromatin defects in aging insects (Wood *et al.* 2010, 2016) as well as in senescent mammalian cells (Sen *et al.* 2015; Dasgupta *et al.* 2023). Another hallmark of senescent cells and tissues are changes in the acetylation status of histone H4 [reviewed in Graff and Tsai (2013), Benayoun *et al.* (2015), and Peleg *et al.* (2016b)]. Indeed, these changes in histone acetylation patterns are often already apparent when animals reach midlife (Peleg *et al.* 2016a). Using a multi-gene replacement strategy to analyze functions of the replication-dependent H3.2 histones (McKay *et al.* 2015; Meers *et al.* 2018), we previously showed that an H3.2K36R mutation caused global hyperacetylation of H4 (Meers *et al.* 2017). To determine if an H3.3K36R substitution might have a similar effect, we measured overall histone H4 acetylation levels in mutant and control animals by western blotting.

As shown in Fig. 7, we assayed bulk levels of histone H4ac and H3 (loading control) and found that acetylated H4 was significantly higher in H3.3K36R mutants compared to H3.3Anull or yw control animals. Confirming the previously identified link between H3K36me and H4ac in yeast, these findings are also consistent with the idea that Set2-mediated K36 trimethylation recruits the histone deacetylase complex, RPD3S (Carrozza *et al.* 2005; Keogh *et al.* 2005). Histone hyperacetylation has long been regarded as a dynamic characteristic of transcriptionally active genes, a property associated with elongating polymerases (Cho *et al.* 1998).

**Fig. 7.**
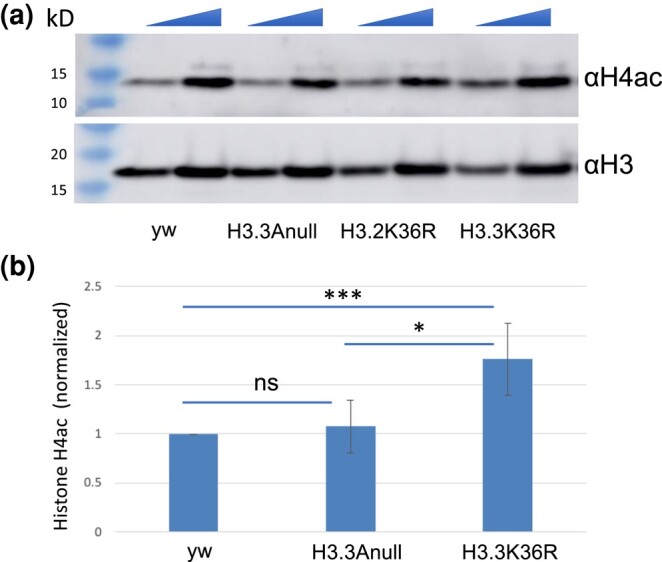
Hyperacetlyation of histone H4 in H3.3K36R mutants. Western blotting for pan H4 acetylation (H4ac) and anti-H3 on lysates from WL3 larvae. a) Representative gel image. yw and H3.3Anull controls are shown along with H3.3K36R mutants. The H3.2K36R lanes are provided for visual comparison but are not quantified (see Methods for details). As indicated by the triangles at the top edge for each pair of lanes per genotype, either 20 or 40 ug of total protein per lane was loaded. b) Quantification of the data from three independent replicates. Mean pixel intensity for each band was measured, and ratio of H4ac/H3 was computed per replicate. For each experiment, the H4ac/H3 ratio of mutant genotypes was normalized to the *H3.3A^null^* control. For each genotype, normalized means and SD were plotted. Significance between raw H4ac/H3 ratios was assessed by paired one-way ANOVA, followed by Friedman tests comparing mutant genotypes to *H3.3A^null^* controls. *P* values are indicated as follows: *** < 0.001; * < 0.05; ns = not significant.

Recently, an investigation of diverse metazoan species, including *Drosophila*, found that transcription elongation rates naturally increase with organismal age, and that reducing Pol II speed extends lifespan (Debes *et al.* 2023). Given that histone H4 acetylation is known to destabilize nucleosomes during transcription [reviewed in Henikoff (2008)], activities that serve to hyperacetylate histones would be expected to increase polymerase elongation rates. Taken together, our findings are consistent with the notion that hyperacetylation of H4 may contribute to the premature lethality of H3.3K36R mutant flies.

## Discussion

Aging is a complex process that involves multiple factors contributing to the decline of cellular and organismal functions, ultimately leading to decreased lifespan. Cellular senescence is characterized by numerous features, including irreversible cell cycle arrest, altered gene expression patterns, metabolic changes, and the acquisition of a SASP. Senescent cells secrete pro-inflammatory cytokines, growth factors, and matrix remodeling enzymes, contributing to chronic inflammation, tissue dysfunction, and age-related pathologies. Epigenetic changes, including histone modifications, have been identified as crucial contributors to aging-related processes. In this study, we focused on the lysine-36 residue of the replication-independent histone protein, H3.3. Our results demonstrate that expression of H3.3K36R as the sole source of H3.3 protein causes a significant reduction in adult lifespan and dysregulation of the genomic and transcriptomic architecture. Genetic rescue of the longevity defect upon transgenic co-expression of wild-type *H3.3B* suggests an important role for lysine-36 in supporting longevity. Additionally, our transcriptome profiling of young and aged adult fly heads reveals age-dependent misexpression of innate immune target genes, hyperacetlyation of histone H4, and derepression of heterochromatic transcripts in H3.3K36R mutants.

### Role of Toll/Imd pathways in aging and immunosenescence

The Toll/Imd pathways are thought to play a vital role in regulating immunity and are intertwined with the aging process. Knockdown of Toll/Imd pathway members extends lifespan, whereas their overexpression shortens it (Khor and Cai 2020). Immunosenescence, characterized by age-dependent decline in immune function, is a hallmark of the aging process (DeVeale *et al.* 2004; Muller *et al.* 2013). Interestingly, both sexes become more susceptible to infection as they age, with different underlying mechanisms. For males, susceptibility is primarily posited to be caused by deterioration in barrier defenses, whereas for females, systemic immune defense senescence is thought to be the major contributor (Kubiak and Tinsley 2017).

Our findings are also consistent with observations in mammals, wherein NF-κB activity increases over time in the brains of middle-aged and older mice relative to young mice (Zhang *et al.* 2013). The upregulation of AMP expression in aged *Drosophila* (Kounatidis *et al.* 2017) further supports the connection between immune signaling and the aging process. Notably, downregulation of NF-κB has been shown to mobilize nutrients and extend lifespan, whereas its overexpression has been linked to neurodegeneration (Zhang *et al.* 2013; Kounatidis *et al.* 2017). Our investigation into the molecular consequences of the *H3.3^K36R^* substitution highlights its involvement in regulating critical aspects of immune signaling and heterochromatic silencing. Using a statistical interaction model, we discerned the effects of age and sex on gene expression in *H3.3^K36R^* mutants compared to controls. Notably, the expression of downstream targets of NF-κB signaling, such as AMPs and other immune effectors, were upregulated in the mutants. This suggests that H3.3K36 may play a role in suppressing immune responses in the absence of external immune challenge, thereby contributing to the maintenance of cellular homeostasis in the adult brain.

### H3.3K36, retrotransposition and Senescence

Understanding the intricate interplay between chromatin dynamics and the aging process should offer valuable insights into mechanisms of aging and age-related diseases. Upon loss of H3.3K36, our analysis has revealed a disruption of H3K9-mediated silencing in both centromere- and telomere-proximal regions. This includes a robust downregulation of non-LTR retrotransposons that are critical for maintaining telomere length (Pardue *et al.* 2005; Casacuberta 2017). In contrast, the observed derepression of genes and LTR-type retroposons in heterochromatic regions provides strong evidence that H3.3K36 is involved in maintaining repressive pericentric and subtelomeric chromatin, possibly through ATRX•Daxx-mediated deposition. Consistent with these observations, Groth and colleagues have shown that DAXX provides additional functionality to the histone chaperone system by recruiting H3K9 methyltransferases (Carraro *et al.* 2023). The same group recently showed that a failure to re-establish H3K9me in postreplicative mammalian chromatin causes derepression of LTR-type retroposons (Wenger *et al.* 2023). While this work was under revision, another group found that expression of a “domesticated” capsid gene derived from an LTR-retrotransposon supports adult longevity in *Drosophila* (Balakireva *et al.* 2024). Taken together with our work, these findings strongly suggest that H3.3K36 plays a conserved and specific role in silencing these so-called genomic parasites.

We also observed that mutation of H3.3K36 results in increased expression of reporters in H3K27me3 marked TAS and reduced expression of chromatin State 6 genes (marked by H3K27me3 and Pc proteins). These findings are in line with our recent work suggesting a role for H3.3K36 in maintaining the function of genes marked by H3K27me3 (Salzler *et al.* 2023). Studies in many organisms point to gene regulation by PcG proteins as another pathway that influences longevity (Siebold *et al.* 2010; Ni *et al.* 2012; Sen *et al.* 2016; Ma *et al.* 2018). However, the evidence is inconsistent between organisms, and much remains to be learned mechanistically. Further work clarifying the relationship between H3.3K36, Polycomb mediated gene repression, and aging would be an interesting area of future investigation.

It is intriguing to speculate on mechanisms through which H3.3K36 might support retrotransposon expression at telomeres. One possibility is that this residue facilitates expression of piRNA pathway genes. The piRNA pathway functions to suppress transposon activity in the germline, including activity of the HTT array (Savitsky *et al.* 2006; Brennecke *et al.* 2007; Klattenhoff *et al.* 2009; Mohn *et al.* 2014). Consistent with our observation of downregulation of *HeT-A* and widespread derepression of other TE families in *H3.3^K36R^* mutants, previous studies have observed differences in regulation of telomeric piRNA clusters compared to those that target nontelomeric TEs (Klattenhoff *et al.* 2009; Mohn *et al.* 2014). Furthermore, analysis of a dominant negative *H3.3^K36M^* model (causing reduction in methylation of both H3.2K36 and H3.3K36), showed that telomeric retrotransposons were downregulated by piRNA pathway genes (Chaouch *et al.* 2021). In *H3.3^K36M^* mutant eye-antennal discs, suppression of *HeT-A* levels was elicited by upregulation of the piRNA promoting gene, *krimp*. Importantly, the suppression of *HeT-A* levels in these mutants could be rescued solely by reducing *krimp* expression (Chaouch *et al.* 2021). 

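krimp (FBgn0034098) lies on chromosome arm 2R from 16238103 to 16240722, and AGO3 (FBgn0250816) on 3L from 23554593 to 23689640. krimp had 62.6 ± 53.3 normalized counts (SD, n = 6) in old H3.3Anull and 147 ± 44.6 (SD, n = 6) in old H3.3K36R heads, a log2 fold change of 1.43 (standard error 0.31, adjusted p = 0.0018 from limma). It stayed between 1.31 and 1.74 with each library left out in turn, and its adjusted p was 0.0021 with the replicate block. AGO3 had 48.8 ± 45.3 (SD, n = 6) in old H3.3Anull and 107 ± 7.59 (SD, n = 6) in old H3.3K36R heads, a log2 fold change of 1.44 (standard error 0.30, adjusted p = 0.0015 from limma, 0.0021 with the replicate block). Over all libraries the adjusted p in old heads was 0.0018 for krimp and 0.0024 for AGO3. One old male H3.3Anull library had 171 krimp and 141 AGO3 counts, against at most 48.9 and 37.5 in the others. In young heads krimp was higher in H3.3K36R by a log2 fold change of 1.67 (adjusted p = 0.0015 from limma) and AGO3 by 1.77 (adjusted p = 0.00072 from limma). The interaction passed for neither gene, at -0.24 for krimp (adjusted p = 0.892 from limma) and -0.33 for AGO3 (adjusted p = 0.833 from limma).

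**Figure D5:**
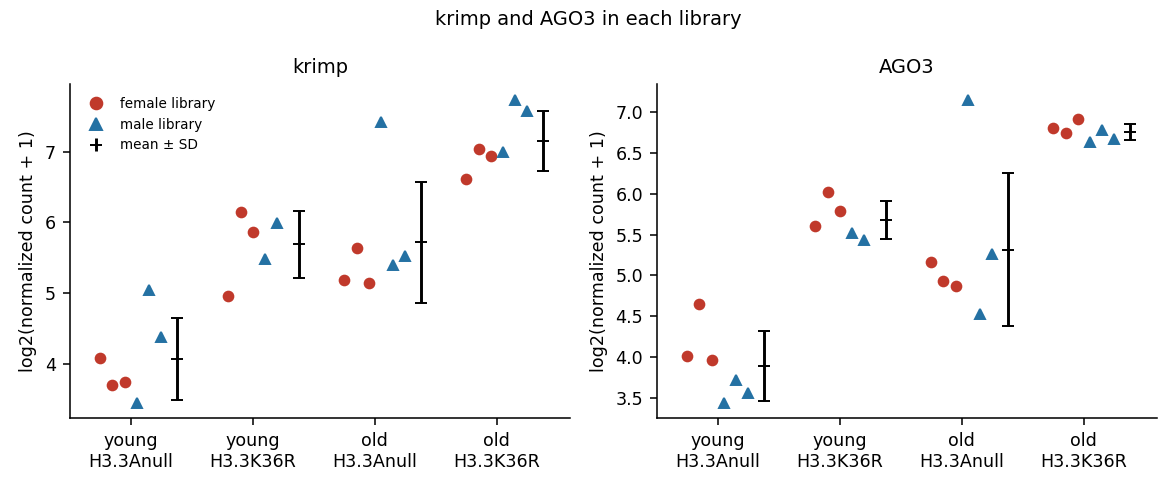
log2(normalized count + 1) of krimp (left) and AGO3 (right) in each library by age and genotype, with circles for female and triangles for male libraries and bars for the mean ± SD. Among old H3.3Anull libraries one has 171 krimp and 141 AGO3 counts.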

Of note, we also observe upregulation of *krimp* in old *H3.3^K36R^* mutants (log_2_-fold change = ∼1.3), as well as another piRNA pathway gene, *Ago3* (log_2_-fold change = ∼1.2), see Supplementary Table 1 for details.

Another mechanism through which H3.3K36 might sustain expression of the HTT array is by promoting Jil-1 kinase function. Phosphorylation of the Jil-1 target, histone H3 serine 10, antagonizes both methylation of H3K9 and gene repression (Zhang *et al.* 2006; Bao *et al.* 2007). Jil-1 is a positive regulator of HTT transcript levels (Silva-Sousa *et al.* 2012; Silva-Sousa and Casacuberta 2013). Moreover, *Jil-1* and *H3.3^K36R^* mutants both exhibit repression of *HeT-A* transcription and suppression of TAS-reporter transgenes (Silva-Sousa *et al.* 2012; this work). Recently, an H3K36me3 reader protein, Jasper, has emerged as an important factor for stabilization and recruitment of Jil-1 (Albig *et al.* 2019; Dou *et al.* 2020). *Jasper* mutants exhibit both an increase in H3K9me2 and a decrease in expression of *HeT-A* and *TART* transposons (Albig *et al.* 2019). However, unlike *H3.3^K36R^* mutants, *Jil-1* and *Jasper* mutants do not exhibit widespread derepression of transposons in other parts of the genome (Albig *et al.* 2019; Dou *et al.* 2020). An interesting area of future study would be to determine whether this difference might be due to activities specific to H3.2K36 vs H3.3K36.

In summary, we find that lysine-36 of *Drosophila* histone H3.3 is crucial for supporting adult longevity by regulating immune signaling, heterochromatic silencing, and retrotransposon repression. The dysregulation of these processes in H3.3K36R mutants likely contributes to age-related changes in gene expression and chromatin organization, ultimately impacting organismal lifespan. Further investigations into the mechanistic details of how H3.3K36 functions in these pathways will shed light on the broader role of histone modifications in the aging process. Additionally, exploring the conservation of these mechanisms in other organisms, including mammals, may have implications for understanding aging and age-related diseases in humans. Future studies of this process in model organisms may also provide potential therapeutic targets to mitigate age-related decline and improve healthy aging.

## Supplementary Material

jkae030_Supplementary_Data

## Data Availability

Fly strains are available upon request. Gene expression data are available at GEO with the accession number: GSE244389. Code and workflows used for data processing and gene expression analysis can be found at https://doi.org/10.5281/zenodo.10553305. Supplemental files include: Supplementary Figs. 1-6 and Supplementary Tables 1-3. Supplementary Table 1: file of all 483 DEGs identified in the interaction model, together with relevant statistics (*P*-value, LFC etc.). Supplementary Table 2: file of all differentially expressed transposon elements (TE DEGs) using the TEcounts tool. Supplementary Table 3: file of all differentially expressed transposon elements (TE DEGs) using the featureCounts tool. Supplemental material available at G3 online.

# Supplementary material for: Lysine-36 of Drosophila histone H3.3 supports adult longevity
**Source:** G3 (Bethesda). 2024 Feb 16;14(4):jkae030. doi: 10.1093/g3journal/jkae030
**Supplement:** jkae030_Supplementary_Data

$$\text{♀ } \frac{+}{+}; \frac{H3.3A^{2x1}}{CyO, tw>Gal4, UAS:GFP}; \frac{+}{+} \quad \times \quad \text{♂ } \frac{+}{Y}; \frac{Df(2L)Bsc110}{CyO, tw>Gal4, UAS:GFP}; \frac{+}{+}$$

$$H3.3A^{null} = \frac{+}{+ \text{ or } Y}; \frac{H3.3A^{2x1}}{Df(2L)Bsc110}; \frac{+}{+}$$

$$\text{♀ } \frac{H3.3B^{K36R}}{H3.3B^{K36R}}; \frac{H3.3A^{2x1}}{CyO, tw>Gal4, UAS:GFP}; \frac{+}{+} \quad \times \quad \text{♂ } \frac{H3.3B^{K36R}}{Y}; \frac{Df(2L)Bsc110}{CyO, tw>Gal4, UAS:GFP}; \frac{+}{+}$$

$$H3.3^{K36R} = \frac{H3.3B^{K36R}}{H3.3B^{K36R} \text{ or } Y}; \frac{H3.3A^{2x1}}{Df(2L)Bsc110}; \frac{+}{+}$$

$$\text{♀ } \frac{+}{+}; \frac{H3.3A^{2x1}}{CyO, tw>Gal4, UAS:GFP}; \frac{+}{+} \quad \times \quad \text{♂ } \frac{+}{Y}; \frac{Df(2L)Bsc110}{CyO, tw>Gal4, UAS:GFP}; \frac{tg:H3.3B^{WT}}{tg:H3.3B^{WT}}$$

$$H3.3A^{null-WTR} = \frac{+}{+}; \frac{H3.3A^{2x1}}{Df(2L)Bsc110}; \frac{tg:H3.3B^{WT}}{+}$$

$$\text{♀ } \frac{H3.3B^{K36R}}{H3.3B^{K36R}}; \frac{H3.3A^{2x1}}{CyO, tw>Gal4, UAS:GFP}; \frac{+}{+} \quad \times \quad \text{♂ } \frac{H3.3B^{K36R}}{Y}; \frac{Df(2L)Bsc110}{CyO, tw>Gal4, UAS:GFP}; \frac{tg:H3.3B^{WT}}{tg:H3.3B^{WT}}$$

$$H3.3^{K36R-WTR} = \frac{H3.3B^{K36R}}{H3.3B^{K36R}}; \frac{H3.3A^{2x1}}{Df(2L)Bsc110}; \frac{tg:H3.3B^{WT}}{+}$$

**Figure S1. Genetic Crosses Used to Obtain Experimental Genotypes.** Genetically related maternal and paternal strains were crossed as above to produce experimental progeny. All X chromosomes carry *y* and *w* mutations. Second chromosomes with *H3.3A<sup>2x1</sup>* and *Df(2L)Bsc110* were maintained isogenically, and were identical in all experimental progeny. Progeny were selected for absence of GFP. See Materials and Methods for origins of alleles.

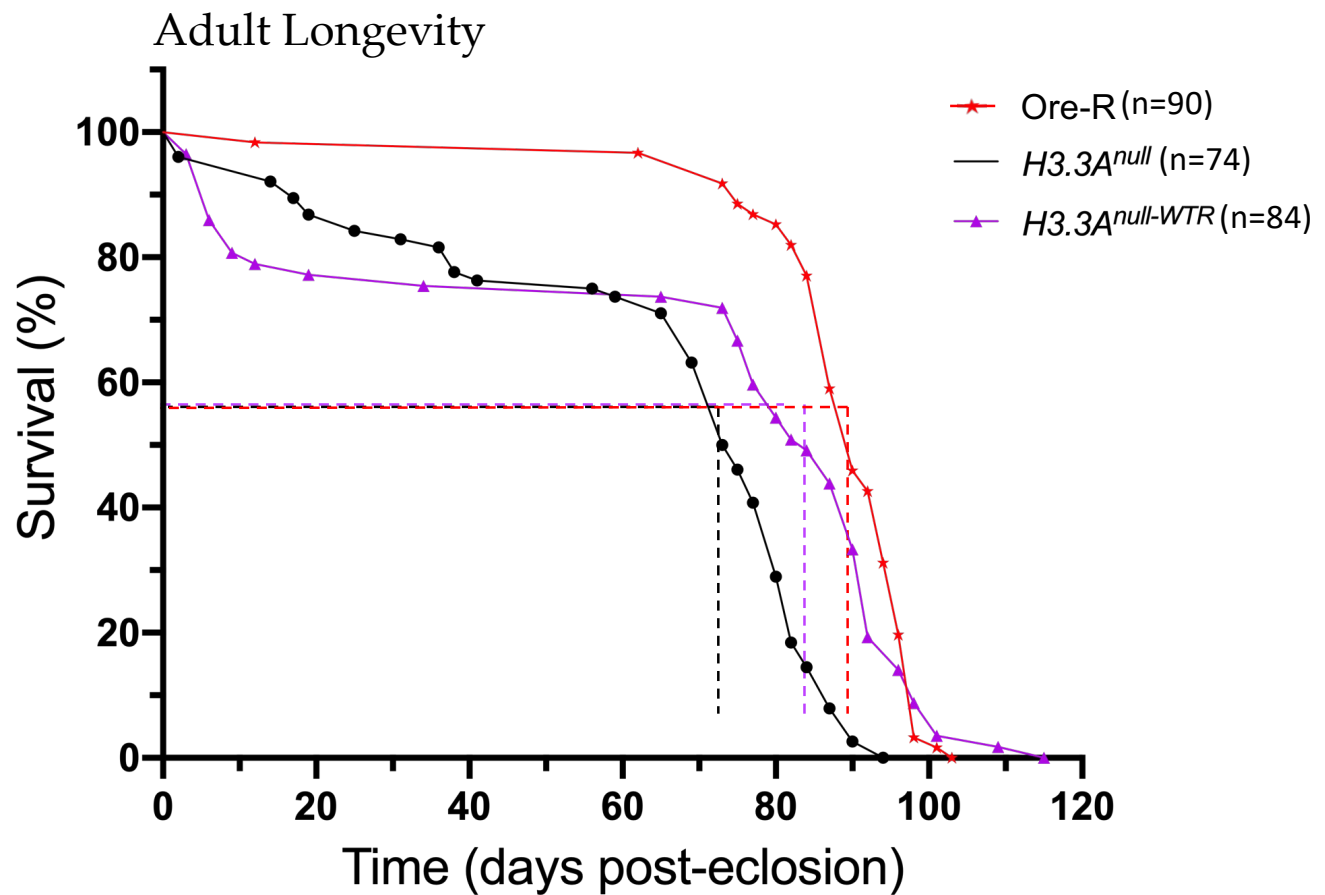

|                    | Ore-R                    | $H3.3A^{null}$           | $H3.3A^{null-WTR}$       |
|--------------------|--------------------------|--------------------------|--------------------------|
| Ore-R              | ---                      | $< 10^{-6}$ ****         | $< 4.3 \times 10^{-3}$ * |
| $H3.3A^{null}$     | $< 10^{-6}$ ****         | ---                      | $< 4.2 \times 10^{-3}$ * |
| $H3.3A^{null-WTR}$ | $< 4.3 \times 10^{-3}$ * | $< 4.2 \times 10^{-3}$ * | ---                      |

**Figure S2.  $H3.3A^{null}$  control animals are slightly less fit than Oregon-R wild type control animals.** Adult longevity assays for Oregon-R,  $H3.3A^{null}$  and  $H3.3A^{null-WTR}$  flies. Median lifespan was determined (dotted lines) by identifying the day at which 50% of the animals survived. Statistical comparison of survival curves using Gehan-Breslow-Wilcoxon tests are presented in the accompanying table. A Bonferroni correction for multiple comparisons was employed, resulting in the following adjusted significance values: \*  $p < 0.0167$ , \*\*  $p < 0.0034$ , \*\*\*  $p < 3.4 \times 10^{-4}$ , \*\*\*\*  $p < 3.4 \times 10^{-5}$ .

A

Mixed sex

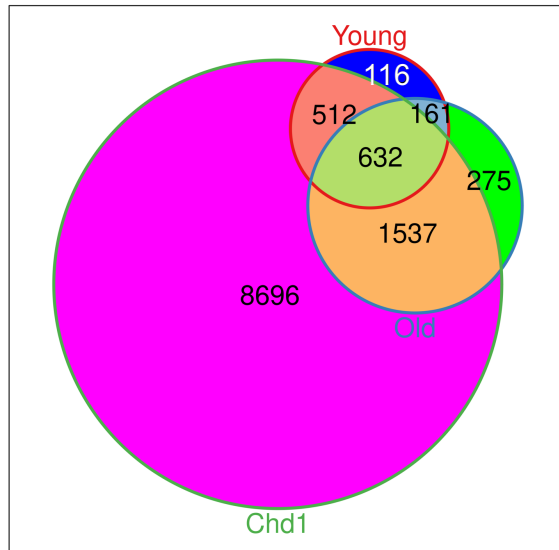

p-adj &lt; 0.05

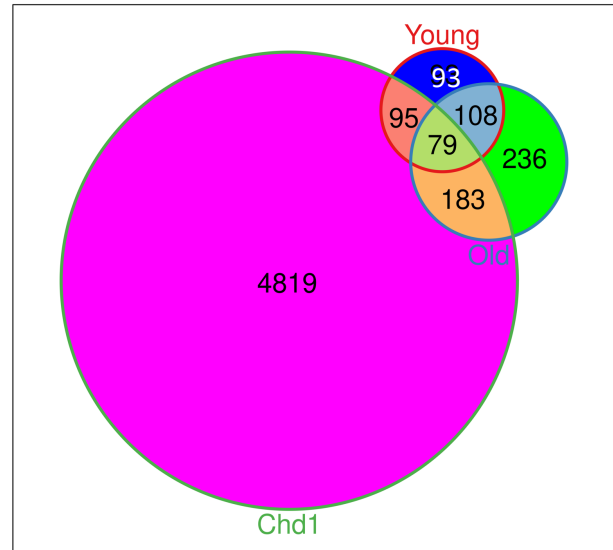

p-adj &lt; 0.05, LFC &gt; |1|

B

Female only

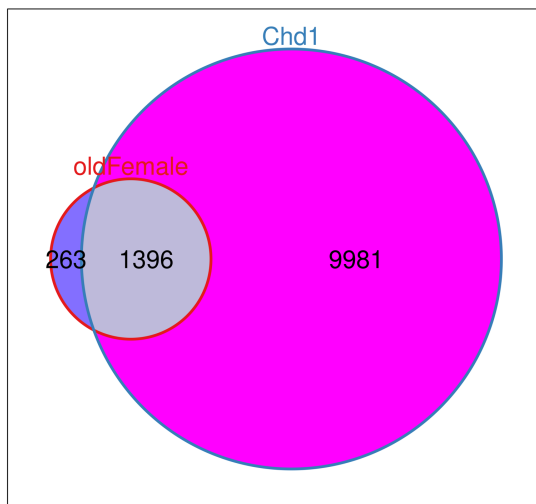

p-adj &lt; 0.05

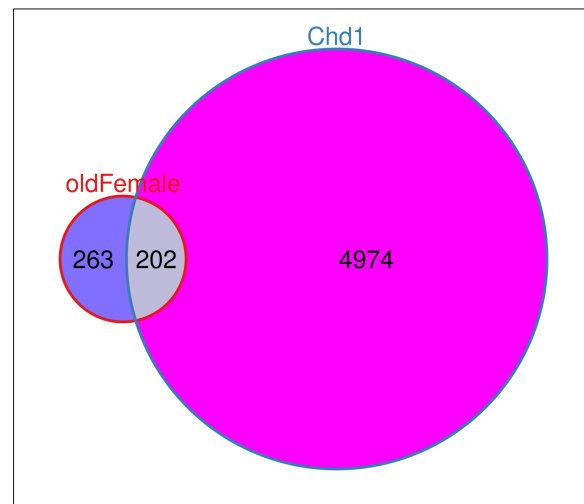

p-adj &lt; 0.05, LFC &gt; |1|

**Figure S3. Overlap of DEGs between  $H3.3^{K36R}$  and  $Chd1$  mutants.** A) Venn diagrams of Young  $H3.3^{K36R}/H3.3A^{null}$ , Old  $H3.3^{K36R}/H3.3A^{null}$ , and  $Chd1$  / Control DEGs from our Mixed Sex (non-interaction) DESeq2 model (Figure 2) and the  $Chd1$  data reanalyzed with the same bioinformatic workflow. At left, genes with p-adj < 0.05; at right, with an additional cutoff with LFC > |1|. B) Same as in A, except we performed DESeq2 analysis with sex as a variable, displaying DEGs from females only to more closely match the samples in the  $Chd1$  study.

# Adult Longevity

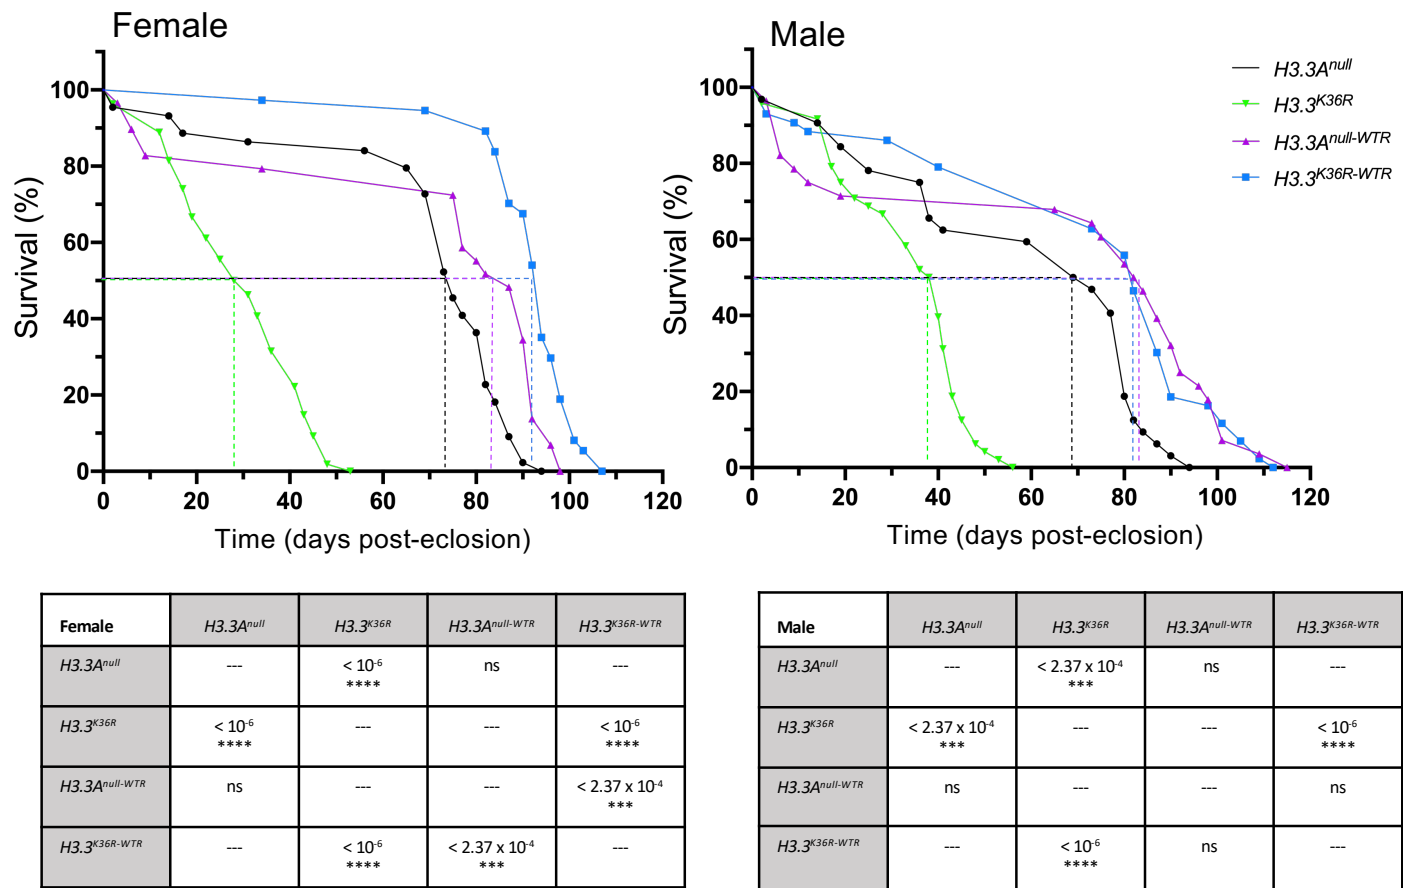

**Figure S4.** Adult longevity assays for *H3.3A<sup>null</sup>* and *H3.3A<sup>null</sup>-WTR* controls, and for *H3.3<sup>K36R</sup>* and *H3.3<sup>K36R</sup>-WTR* flies, parsed by sex. Median lifespan was determined (dotted lines) by identifying the day at which 50% of the animals survived. Statistical comparison of survival curves using Gehan-Breslow-Wilcoxon tests are presented in the accompanying table. A Bonferroni correction for multiple comparisons was employed, resulting in the following adjusted significance values: \*  $p < 0.0125$ , \*\*  $p < 0.0025$ , \*\*\*  $p < 2.5 \times 10^{-4}$ , \*\*\*\*  $p < 2.5 \times 10^{-5}$ .

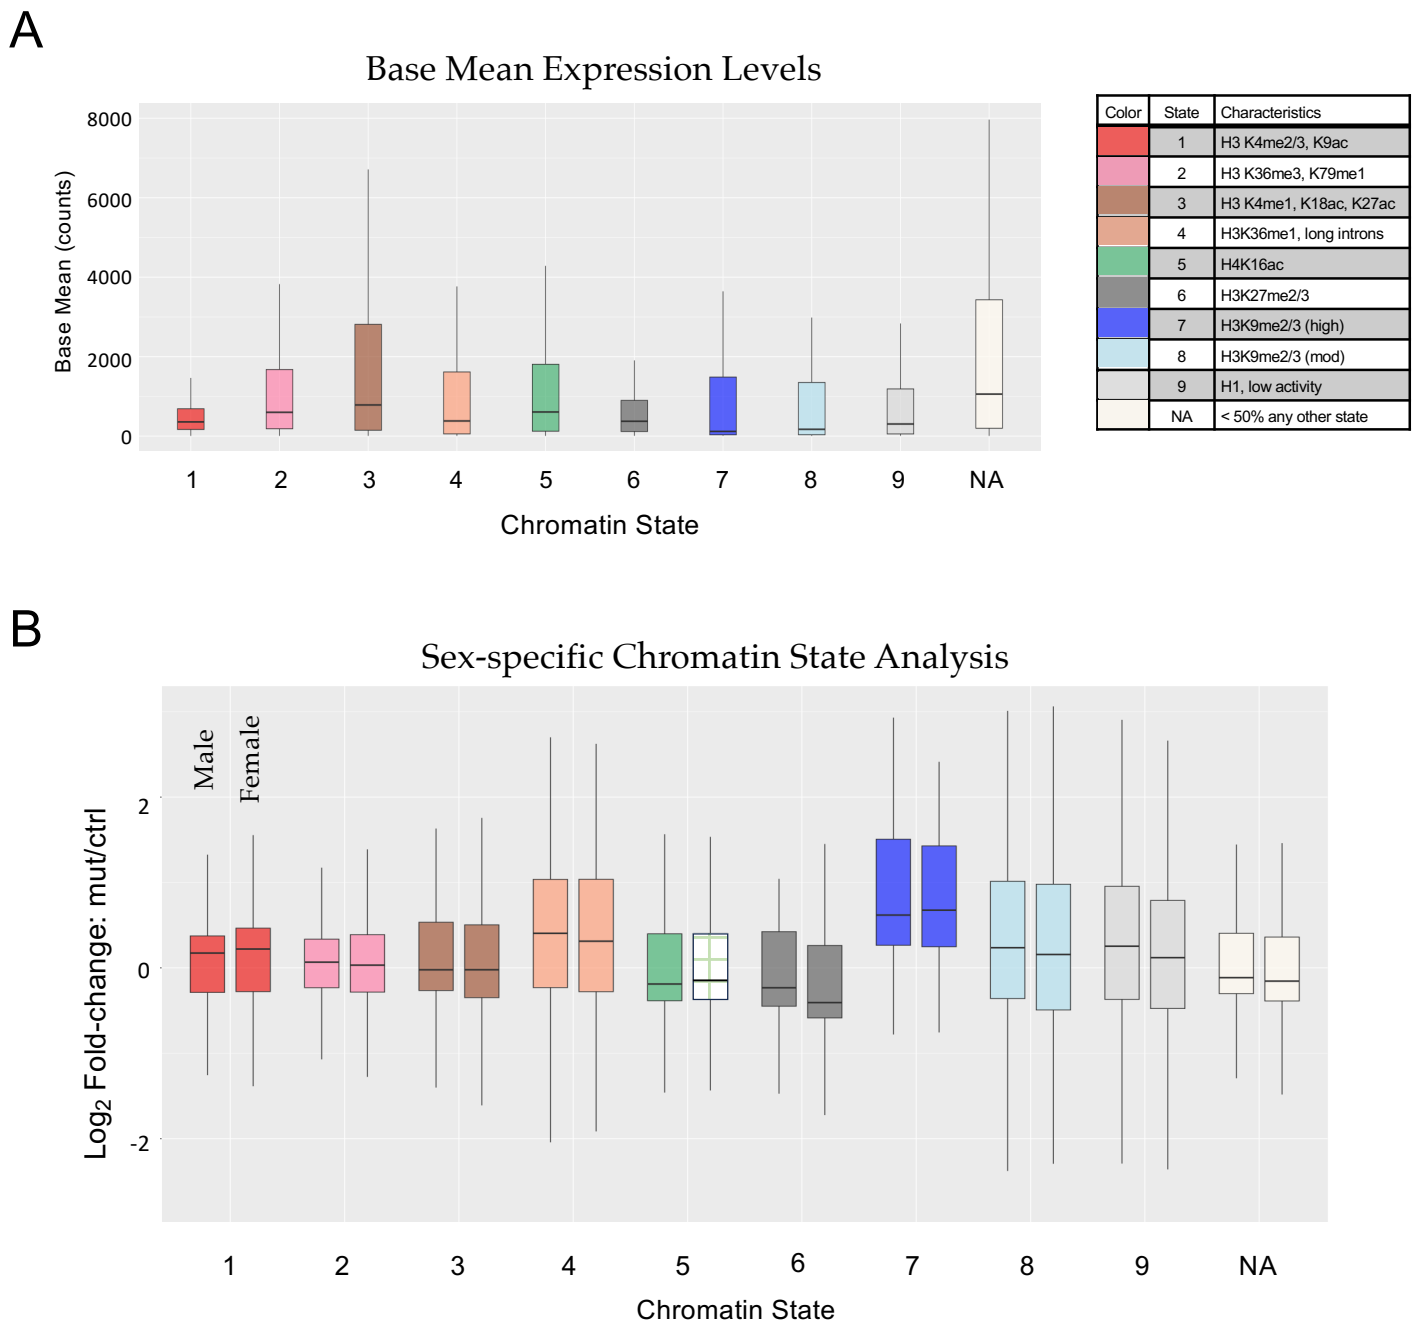

**Figure S5. Additional Chromatin State Analyses.** **A)** The Base Mean gene expression level for all genotypes in the non-interaction DESeq2 model was plotted for genes in each State and binned as per Figure 5A. **B)** For the set of genes described in Figure 5A, and utilizing a DESeq2 model which considers sex as an additional variable (Fig. S2), separate mut/ctrl Log<sub>2</sub> Fold-change values were plotted for Old K36R male and female animals. Because State 5 is specific to male dosage compensation, a cross-hatched pattern was used for the bloxplot of female State 5 DEGs to indicate that the predominant chromatin states of these genes are unknown in females.

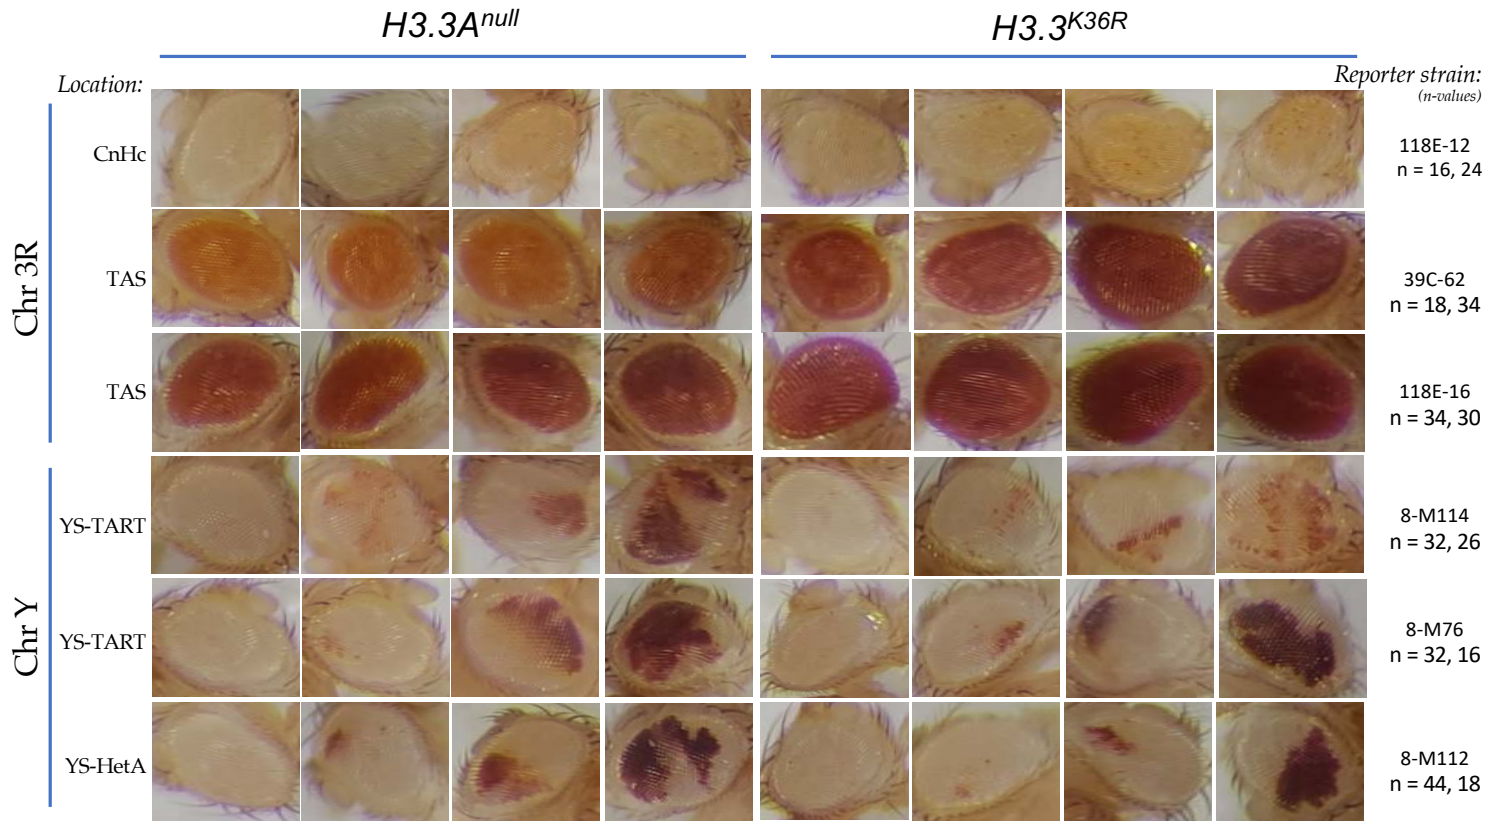

**Figure S6. Representative eyes from Position Effect Reporter strains.** For each row, four representative eyes for a particular reporter transgene in either the *H3.3A<sup>null</sup>* control or *H3.3<sup>K36R</sup>* mutant background are shown. To the left, chromosomal location and type of chromatin region where each reporter insertion is located is indicated. Pericentric heterochromatin (CnHc), Telomere Associated Sequences (TAS), YS-TART (Y chromosome TART), and YS-HetA (Y chromosome-HetA) are abbreviated as indicated. The number (n) of eyes evaluated per *H3.3A<sup>null</sup>* control (ctrl) and *H3.3<sup>K36R</sup>* mutant (mut) genotype are indicated at right, below the label for each reporter strain and also listed here: 118E-12 (ctrl=16, mut=24), 39C-62 (ctrl=18, mut=34), 118E-16 (ctrl=30, mut=22), 8-M114 (ctrl=32, mut=26), 8-M76 (ctrl=32, mut=16), 8-M112 (ctrl=44, mut=18).

How the deposited data were processed for this re-analysis (not part of the article)

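Total, ribosomal RNA-depleted RNA of adult heads was sequenced as 100 nt paired-end reads in 24 libraries, 3 for each combination of age (0 to 2 or 21 to 25 days), sex and genotype (H3.3Anull or H3.3K36R). Sexes, ages, genotypes and replicate numbers were taken from the labels of the deposited samples. The authors aligned the reads to dm6 with STAR, counted them on genes with featureCounts and deposited normalized counts, the gene counts divided by each library's DESeq2 size factor over all 24 libraries. The signal deposited by the authors is thus a normalized count and not a read count. Whole reads were recovered by multiplying each library's values by its size factor, which was found from the smallest step between values. Every value was whole after this. The paper's text does not name the annotation release, the strand setting or the versions of STAR and featureCounts.

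The main set is the 23 libraries that the paper used, found by matching the mean counts of Supplementary Table 1. Young male H3.3K36R replicate 2 was left out of it. All 24 libraries are an alternative. Between 21263006 and 42763126 reads per library were counted on genes, and replicate pairs differed by a mean chi-square per gene of at least 9.01, more than counting error alone gives. Reads without molecular identifiers are not independent molecules.

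Genes with at least 10 normalized counts in at least 3 libraries were kept. limma 3.58.1 in R 4.3.3 was run on log2(normalized count + 1) with a trend in the prior variance, and p-values were two-sided with Benjamini-Hochberg adjustment. Mixed-sex contrasts came from one fit of 4 age and genotype groups with sex as a covariate, and contrasts within a sex from one fit of 8 groups. The lists within a sex also needed an absolute log2 fold change above 1. The interaction contrasts were the old minus the young and the female minus the male genotype difference. Gene families were tested with a two-sided Fisher's exact test against all tested genes. Means over regions and over marker genes were compared by exact two-sided permutation of genotype within sex and age. The principal components came from the 500 most variable genes. Means over the pericentric regions used 2 Mb of the centromere-proximal end of each arm, from the gene positions of the reference annotation on dm6.

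The pairing by replicate number comes from the numbers in the labels, as neither the paper nor the labels say what the numbers share. A fit with the replicate number as a replicate block was run because the check value was 0.101, above 0.1.

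The tests, the sets of libraries, the marker genes, the gene families and the alternatives were chosen before the data were examined, apart from those that the text says were chosen later. Alternatives were pseudocounts of 0.5 and 5, no filter on low counts, a minimum of 50 normalized counts, upper-quartile scaling, edgeR 4.0.16 (quasi-likelihood test after TMM) and DESeq2 1.42.0 on the recovered reads of 12493 genes, weights for single libraries, the replicate block, all 24 libraries, no sex covariate, fits of subsets of the groups and each library left out in turn. edgeR and DESeq2 were not the main test because the main test was set for normalized counts before the data were examined. With the whole reads recovered, both could be applied. Genes named in the text are those the paper names from these data, the H3.3 genes, label-check genes, and the 3 largest increases and decreases in the young, old and interaction contrasts. Genes outside this rule are said to have been chosen after their values were seen.

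The steps were tested on simulated data with 200 genes changed in old H3.3K36R heads. limma recovered 83% of the smaller and 92% of the larger changes in the old contrast and 72% and 83% in the interaction, with 4 false calls among 159 in the interaction. DESeq2 recovered 76% and 84% in the interaction, with 19 false calls among 179, and edgeR 72% and 83%, with 5 among 160. In the contrast within old females limma recovered 26% of the smaller and 86% of the larger changes. The smaller simulated change equals the fold change threshold of the lists within a sex, so the 26% reflects that threshold as well as sensitivity. With changes in old female H3.3K36R heads alone, the interaction of sex and genotype recovered 39% and 73%. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The comparisons with the Chd1 mutant, GO terms, chromatin states, position effect variegation, Western blots and lifespans were left out, as the files hold no data for them. For transposable elements the files hold the paper's own test results and no counts per library, so these were not tested again.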

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

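Among the tests below, those on ovary RNA as a covariate, background reads other than for the pericentric genes, male reproductive tissue, the fourth chromosome, H3.3K36R heads in H3.3Anull libraries and splits with the common genotype effect taken out were chosen only after the result was seen. Of 184 groups of libraries examined, over 46 results, 23 had a library far from the others by Dixon's test, where chance would give 9.2. Of these, 6 were in old female H3.3Anull replicate 1, 4 in old male H3.3Anull replicate 1, and 3 each in young female H3.3Anull replicate 1 and young male H3.3Anull replicate 2.

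Old female H3.3Anull replicate 1 lay far above the other old H3.3Anull libraries in immune genes. On the scale of log2(normalized count + 1), Drs was at 12.71, BomS1 at 11.87, BomBc1 at 12.08 and IBIN at 14.27, and the mean of the 19 immune genes was 12.68, against 8.78 to 9.63 in the others. Lsp2, which the paper does not name, was at 12.71. This library had the most reads, 42763126, but its values are scaled by its size factor, and the gap is larger than any difference in depth. A single library was tested as the source of the immune result. With one library left out, the fewest listed genes past the threshold in the interaction was 12 of 19, and without this one it was 18. As a H3.3Anull library with high immune genes it lowers the old difference and cannot be its source, so its own removal was bound to raise the count and tests nothing. The design gives no condition for a biological explanation, and none was tested. In young H3.3Anull heads BomBc3 was low in female replicate 2, at 8.265 against 9.03 to 9.44, and no explanation was tested.

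In old male H3.3Anull replicate 1 otu was at 8.929, krimp at 7.425 and AGO3 at 7.145, all far above the other old H3.3Anull libraries, and His3.3B was low at 14.2. The ovary markers were also highest in this male library, with a mean of 6.27. RNA from ovaries in preparations of both sexes may contribute to otu. With the ovary markers that are absent from Supplementary Table 1 as a covariate, otu and cad kept at most 13.59% of the size of their interaction. As the same library is high in the markers and in otu and cad, ovary RNA cannot be told apart from another difference of this library. For krimp and AGO3 the difference between the genotypes in old heads passed with this library left out, and no explanation of their values was tested.

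In young female H3.3Anull replicate 1, genes that are high in H3.3K36R heads were raised, with CG14419 at 6.615, CG3588 at 6.22 and lncRNA:CR45625 at 2.472. Old female H3.3Anull replicates 1 and 2 were also raised, with 137 and 63.7 normalized counts of CG14419 and 65.2 and 72.9 of CG3588, against at most 5.51 and 6.43 in the other old H3.3Anull libraries. The male-specific RNA roX1 was raised in the same 3 female libraries, with 2920, 2905 and 3195 normalized counts against at most 596 in the other H3.3Anull females. It was not raised in these alone, as young female H3.3K36R replicate 3 had 2830 against 354 and 420 in its replicates. Old female H3.3K36R libraries had 1368 to 1586. RNA of male H3.3K36R heads could give both the raised genes and the raised roX1 of the 3 H3.3Anull libraries. The share of such RNA from roX1 was 5.41%, 3.75% and 4.22% in the 3 H3.3Anull libraries. From roX2, also high in males, it was 4.36%, 1.87% and 4.97%. From CG14419 it was 5.31%, 4.04% and 1.82%, and from CG3588 4.67%, 4.04% and 4.54%. The ratio of the roX1 share to the mean of the CG14419 and CG3588 shares was 1.327 where it was farthest from 1. The single shares agreed less well, with roX2 low in old replicate 1 and CG14419 low in old replicate 2. A small admixture of male H3.3K36R RNA in the preparations or libraries remains possible as an explanation. In the old libraries the shares rest on 1 unmixed library. For the young library RNA of H3.3K36R heads was also tested on the 6 genes more than 16-fold higher in H3.3K36R at both ages. Of these genes 5 were above every other young H3.3Anull library, and CG14418 was not, at 0.758 normalized counts against 0.859. The share of H3.3K36R RNA implied by the genes ranged from 2.31% to 16.3%, with a median of 7.39%. As CG14418 would have few counts in such a mixture, this test decides nothing against it. No biological explanation was tested. In old female H3.3K36R replicate 1 CG3588 was at 11.06 against 10.5 to 10.7, in young male H3.3K36R replicate 1 the gene to was at 8.547 against 9.34 to 9.64, and in young male H3.3Anull replicate 1 CG30008 was at 0.8152 against 2.87 to 3.83, with no explanation tested. The group compared for to pools the sexes. Its 373 normalized counts lie within the 307 to 454 of young H3.3Anull males, below the 669 to 788 of young H3.3Anull females. Young male H3.3K36R replicate 3 had 647.

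In young male H3.3Anull replicate 2 the ovary markers were at 3.738, the male reproductive markers at 3.777 and the log2 sum of reads on silent autosomal genes at 13.53, against at most 2.56, 1.52 and 10.96 in the other young H3.3Anull libraries. In old female H3.3Anull replicate 2 the sum was 14.11 and the mean of the pericentric genes 7.763, against 7.40 to 7.50 in the others. Such reads may come from genomic DNA in the RNA preparations. In the 6 libraries of the main set with reads on most silent genes, silent X-linked genes had on average 0.6175 times the reads per base of silent autosomal genes in 3 male libraries, with a range of 0.559 to 0.681. In the 3 female libraries the range was 0.833 to 0.989. A single X chromosome in males would give the lower ratio. No biological explanation was tested. With this background as a covariate the old pericentric difference was 0.2291 against 0.26 without it, so these reads do not account for it.

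Young male H3.3K36R replicate 3 had a mean over the fourth-chromosome genes of 9.746, below 10.2 to 10.3 in the other young H3.3K36R libraries. Loss of one chromosome 4 in part of the flies could give this. Of 92 expressed genes of chromosome 4, 85.87% were lower in this library, with a median log2 difference of -0.56, against medians of 0.03 to 0.07 on the other arms. A common regulator of this chromosome would give the same, so loss of the chromosome cannot be told apart from regulation. Without this library the young fourth-chromosome difference between the genotypes was 0.083 (exact permutation p = 0.0125).

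The effect of genotype differed between the sexes in old heads for 6 genes. Among the 32 splits of the old libraries that part every same-numbered pair, 8 gave as many genes, and splits that relabel one sex more than the other turn a common effect into an interaction, so this count shows nothing either way. With the genotype effect common to both sexes taken out 2 of 32 splits gave as many. This share is above 0.05, so the 6 genes cannot be told apart from other splits of the libraries. The effect of genotype differed between the ages for 277 genes. Of 100 drawn splits 6 gave as many genes, the real one included, and each of the others relabelled genotype in all 6 old pairs or in 4 of the 5 young pairs, which turns a common effect into an interaction, so this count is not evidence against the 277 genes. With the common effect taken out, the real split gave 268 genes, 1 of 100 splits gave as many, and the next gave 35. Ovary RNA in some libraries was tested as an explanation. The ovary markers as a covariate left 96 genes, and 61 of 100 covariates shuffled within groups left as few, so a loss of this size is common among such covariates, which left 48 to 283 genes. Each shuffle kept the mean of every sex, age and genotype group. The shuffles thus cannot decide for or against ovary RNA that differs between the groups. With 1 of 100 splits after the common effect was taken out, a difference between the ages may be real, as a hypothesis that was found and tested on the same data.

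The library that the paper left out, young male H3.3K36R replicate 2, had male reproductive markers at 10.42, against at most 4.42 in the other libraries. RNA from male reproductive tissue in the head preparation is a candidate explanation. The test of it used the marker value that raised the question (10.42), so it decides nothing. Its reads on silent autosomal genes summed to 172234 normalized counts, also the most of any library. The condition of this library does not separate it from its replicates, and no biological explanation was tested.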

How the results depend on the processing

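The tests of covariates for ovary markers and background reads, DESeq2 without the filter or with its defaults on every gene, the principal components of variance-stabilized values or with single libraries left out, the regions over all libraries, and the gene families with other lists than those set at first were chosen only after the result was seen. For each result below that changed, the cause was not tested.

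The old mixed-sex list (1581 to 3146 genes), the old female list (357 to 505) and the old male list (324 to 626) stayed within 1.5 times the main count under every alternative run, as did the young mixed-sex list but for 692 genes without the sex covariate. Across the 23 fits that each left out one library, the counts ran from 856 to 1156 in young, 1886 to 2924 in old, 300 to 442 in old female and 291 to 449 in old male heads. The interaction list had 277 genes, and 484 with DESeq2, 85 without the sex covariate, 483 with DESeq2 without the filter, 483 with its defaults, 96 with the ovary covariate, and from 181 to 360 across the 23 fits that each left out one library. The shared list of 668 genes had 415 without the sex covariate and from 561 to 668 across those fits.

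The young female list of 240 genes had 99 with only its own groups in the fit and from 158 to 258 across the 23 fits that each left out one library. With DESeq2 it had 353 genes, against 215 in young males. The young male list of 177 genes had 29 with weights for single libraries, 54 with only its own groups, and from 107 to 184 across 21 fits that each left out one library. Leaving out young male H3.3K36R replicate 1 or 3 leaves 1 library in that arm, so the counts of these fits are not given for the young male list and the young sex interaction, and the ranges given for these cover the other 21 fits alone. The young sex interaction (0 genes, 769 at an unadjusted p below 0.05) had 7 with DESeq2, 4 without its filter and 4 with its defaults, and 0 under the other 11 alternatives and across the 21 fits that each left out one library. The old sex interaction of 6 genes had 38 with DESeq2, 23 with weights for single libraries, 36 with DESeq2 without the filter, 34 with its defaults, and from 1 to 11 across the 23 fits that each left out one library.

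Of the listed immune genes 17 passed, and 19 with DESeq2, 7 with edgeR, 8 with the ovary covariate, 7 without the sex covariate, and from 12 to 18 across the 23 fits that each left out one library. The odds ratio of P450 genes in old males, 2.71, was 1.52 with edgeR (p = 0.347) and 1.54 with DESeq2 (p = 0.388), neither past the threshold, and from 0.946 to 5.32 across the 23 fits that each left out one library, where 3 fits did not pass and 1 of these reversed it (Fisher's exact test). That of glutathione transferase genes in old males ran from 3.29 to 6.33 across those fits, and 3 of them did not pass. In old females both families passed under every alternative run, with odds ratios from 2.66 to 4.64 for P450 and from 10.005 to 15.03 for glutathione transferase genes across those fits. With no fold change threshold the odds ratio of glutathione transferase genes in old females was 4.53 (Fisher's exact p = 0.00014). That of P450 genes in old males was then 3.51 (Fisher's exact p = 1.9e-05).

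PC1 held 31.6% of the variance, and 28.2% over all tested genes, 41.0% over 100 genes, 49.2% over all libraries, 43.3% on variance-stabilized values, and from 28.5% to 34.6% across the 23 fits that each left out one library. PC2 held 16.6%, and 18.8% over 100 genes, 18.2% with scaled genes, 15.7% over all libraries, 19.7% on variance-stabilized values, and from 15.2% to 18.1% across those fits. The old fourth-chromosome difference of 0.02 was -0.0023 with a minimum of 50 counts (p = 0.88), -1.5e-05 with upper-quartile scaling (p = 1) and -0.0033 as a median (p = 0.91), by exact permutation. The young one of -0.03 was 0.0016 over all libraries (exact permutation p = 1) and ran from -0.091 to 0.083 across the 23 fits that each left out one library, and the old one from 0.0023 to 0.03. The value of 0.083 is that without young male H3.3K36R replicate 3 (exact permutation p = 0.0125, the smallest that 80 relabellings can give), so the absence of a young difference rests on this library. As a median over genes the pericentric difference was -0.10 in young (p = 0.22) and -0.017 in old heads (p = 0.755, exact permutation), and across the fits that left out one library it ran from 0.05 to 0.20 in young and from 0.22 to 0.29 in old heads. The ovary markers differed in old females by -1.08, by -0.68 over the markers that are not in Supplementary Table 1 and by -0.69 with a pseudocount of 5 (exact p = 0.2 for each), and from -1.35 to -0.85 across the 6 fits that each left out one library, with an exact p of 0.1 for -1.08 that is the smallest 3 against 3 allow.

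For the named genes there are 49 results with 1880 values under 44 settings, 23 of which left out one library. Of these values 1736 kept the direction and the side of the threshold, 123 kept the direction but no longer passed, 20 kept it and newly passed, and 1 reversed, which was cad with the ovary covariate, at 0.24 against -2.21 without it. In 27 results nothing changed under any setting. The values changed most without the sex covariate (15 no longer passed), with the ovary covariate (14) and with edgeR (10). A value that no longer passed was not always a smaller one. With the ovary covariate the listed immune genes kept a median of 104% of their interaction, from 79.2% to 117%. Upper-quartile scaling raised the share of young DEGs that were higher in H3.3K36R to 64% from 52.2% and lowered that of the interaction to 55.0% from 63.9%, and edgeR lowered the latter to 53.6% and DESeq2 to 54.5%.

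H3.3K36R libraries have fewer reads than H3.3Anull libraries in most groups, so genes with few counts are measured with less precision in them. Within a sex, changes of the smaller simulated size were recovered for 26% of genes in old females. This size equals the fold change threshold of those lists, so a gene can miss the list by its estimate alone. The 26% thus does not measure sensitivity apart from that threshold. The interaction of sex and genotype recovered 39% of the smaller and 73% of the larger changes in old heads, with 120 calls of which 8 were false, and 51% and 74% in young heads, with 133 calls of which 8 were false.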

Differences from the paper's values

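The tests on DESeq2 without the filter and with its defaults on every gene were chosen only after seeing the values. In the interaction 277 genes passed, against the paper's 483. Of the alternatives set before the data were examined, DESeq2 (484), weights for single libraries (336), the replicate block (324) and 1 of 23 fits without one library (360) have values within 1.5 times the paper's, and the others do not. DESeq2 without the filter and with its defaults, both chosen after seeing the values, gave 483 each. Of the old-only DEGs 192 passed in the interaction, against the paper's 312, and the same 3 alternatives and 2 of 23 fits without one library closed this gap, as did both later settings of DESeq2, chosen after seeing the values. Outside both lists there were 6 interaction genes, against the paper's 23, and of the alternatives set before the data were examined DESeq2 alone closed this gap, as did both settings chosen after seeing the values. The 483 genes of DESeq2's defaults were all in Supplementary Table 1, with log2 fold changes within 4.1e-05 of the paper's. These gaps thus come from the choice of test and its settings.

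The interaction log2 fold change of otu was -1.98, against the paper's -2.93 (standard error 0.84). edgeR (-2.94), DESeq2 (-2.93) and 6 of 23 fits without one library closed this gap, and the other alternatives set before the data were examined did not. For cad the value was -2.21, against the paper's -3.93 (standard error 1.14), and edgeR (-3.91), DESeq2 (-3.93) and all libraries (-3.19) closed the gap. For dhd it was -3.59, against the paper's -7.13 (standard error 1.93), and edgeR (-6.89) and DESeq2 (-7.13) closed the gap. For these 3 genes both settings of DESeq2 chosen after seeing the values also did.

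The paper's interaction DEGs include AttA, dl, otu, cad and dhd, which did not pass here. AttA (adjusted p = 0.059 from limma) passed with DESeq2 (0.0428), over all libraries (0.0459), in 3 of 23 fits without one library, and with DESeq2 without the filter (0.0427) and with its defaults (0.0417), the last pair chosen after seeing the values, within 0.0417 to 0.174 over the alternatives with no library left out and 0.0115 to 0.105 with each library left out in turn. For dl (adjusted p = 0.118 from limma) DESeq2 (0.0499), the replicate block (0.0479) and DESeq2's defaults (0.0488), chosen after seeing the values, called it, as did DESeq2 without the filter (0.05 after rounding, under the threshold), chosen likewise, and the range was 0.0479 to 0.434. For otu (0.234 from limma) DESeq2 gave 0.0203, and without the filter 0.0203 and with its defaults 0.0198, both chosen after seeing the values, in a range up to 0.916. For cad (0.385) these were 0.0218, 0.0218 and 0.0213, in a range up to 0.944, and for dhd (0.332) 0.0112, 0.0112 and 0.0109, in a range up to 0.988.

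The paper gives more genes lower than higher in H3.3K36R at both ages. Here 600 were higher and 550 lower in young, and 1254 higher and 1073 lower in old heads. This direction is not stable. Of the young DEGs 52.2% were higher, and 48.4% with a minimum of 50 counts, 49.7% without young female H3.3K36R replicate 3 and 49.4% without young male H3.3K36R replicate 1. Of the old DEGs 53.9% were higher, and 49.955% with edgeR, 49.9% with weights for single libraries, 49.6% with only the old libraries and 48.3% without young male H3.3K36R replicate 3. With DESeq2's defaults on every gene, chosen after seeing the values, the totals were the paper's, 1421 and 2605, with 759 higher and 662 lower in young and 1345 higher and 1260 lower in old heads, the paper's numbers with the directions exchanged. The paper places the sexes apart on PC2, where 0.448% of the variation lay between sexes here. On variance-stabilized values, chosen after seeing the values, 77.8% did. Without that step, each of the 6 libraries with reads on most silent genes had the lowest PC2 score of its group. The paper describes the interaction DEGs with an absolute log2 fold change above 1 as about evenly divided by direction, and here 89 were positive and 33 negative. The paper refers to its Supplementary Table 1 for krimp and AGO3, and that table does not hold them.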

Other observations

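Among the tests below, those on the number of libraries, background reads and the ratio of old to young DEGs, the X and second chromosomes, Y-linked genes, yolk protein genes and the ovary covariate were chosen only after the result was seen.

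Genotype labels were exchanged within same-numbered pairs to ask how often other splits of the libraries give as many genes. For the young list 1 of 32 splits, the real one, gave as many, and the next gave 686 genes. For the old list it was 1 of 32, with 589 in the next. For the shared list it was 1 of 100 drawn splits, with 3 genes in the next. For the listed immune genes 1 of 100 splits gave as many, with 5 in the next, but the list is the paper's own choice from these data, so this cannot show that the genes stand out. Within a sex, 1 of 4 splits gave as many genes in each of the young female, young male, old female and old male lists, and no split of 4 can give a share under 0.05. The young interaction of sex and genotype gave 0 genes (769 with an unadjusted p below 0.05), so all 32 of its 32 splits gave as many.

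Lower otu and cad in the interaction could come from ovary RNA in the female head preparations. In males the interaction was -2.21 for otu and -2.81 for cad, against -1.65 and -1.51 in females. Among old H3.3Anull males, replicate 1 had 486 otu and 359 cad counts, against at most 68.9 and 41.3 in the others. As the male values rest largely on this library, they cannot decide against ovary RNA in females alone. RNA from ovaries in preparations of both sexes remains possible, as with the ovary markers as a covariate otu kept 13.59% of its size and cad changed sign. For dhd the interaction was -0.09 with that covariate. All 14 of the listed ovary markers that are in the paper's Supplementary Table 1 are lower there. In old females the ovary markers were lower in H3.3K36R by 1.08 on the log2 scale, which the exact test on 3 against 3 cannot tell from chance (difference -1.08, p = 0.1, the smallest possible). Over the markers that are not in that table the difference was -0.68 (exact p = 0.2).

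More DEGs in old than in young heads could follow from fewer young H3.3K36R libraries. With one old library left out the old list was still at least 1.668 times the young one. Over all libraries, 12 at each age, 2064 old and 1458 young genes passed, but the added library is the one with male reproductive markers at 10.42. The old list also fell, from 2327, with no old library added. These counts thus cannot tell the number of libraries from the effect of that library. The number of libraries may still account for part of the ratio of 2.02. With background reads as a covariate the old list was 2.718 times as large, so these reads do not account for it. More DEGs in young females than in young males could follow from fewer young male H3.3K36R libraries. Without young female H3.3K36R replicate 1, 2 or 3 the female list had 216, 161 and 199 genes, against 177 in males, so it fell below the male list in 1 of these 3 fits and the number of libraries remains possible as an explanation.

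Of 48 genes that changed more than 4-fold in the same direction at both ages, 21 are on the X chromosome, an odds ratio of 4.086 (p = 5.3e-06, two-sided Fisher's exact test). A candidate explanation is that the X chromosomes of the genotypes differ in origin as well as in H3.3B. The paper kept the second chromosomes isogenic, and chromosome 2 carries 4 of these genes against 23 on chromosome 3, an odds ratio of 4.981 for chromosome 3 (p = 0.00078, Fisher's exact test). Both tests are what chromosomes of different origin would give, and an effect of H3.3 K36 on these genes was not tested apart from it. The gene w on the X chromosome was higher in H3.3K36R at both ages, with log2 fold changes of 3.86 and 2.07. In the same region CG14419 had 27.0 normalized counts in H3.3Anull and 3361 in H3.3K36R, and CG3588 had 20.4 and 1519.

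Pericentric genes in old heads could be higher because of chromosomes of different origin. On the second chromosome arms the difference was 0.3334, not smaller than over all arms, and it was 0.2291 with background reads as a covariate, so neither accounts for all of it. By arm it was 0.75 on 3L (14 genes) and 0.66 on 3R (2 genes), above 0.32 on 2L and 0.40 on 2R. From 3L and 3R, chromosomes of different origin may account for part. On X, where genes with large changes at both ages were enriched, it was -0.01 (50 genes, exact permutation p = 0.815). The X value thus does not speak for chromosomes of different origin. An effect of H3.3 K36 near centromeres was not tested apart from chromosomes of different origin. The median level over genes did not move, while the median log2 fold change of the genes was 0.057, with 87 of 149 above 0.

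Over 13 Y-linked genes H3.3K36R males were higher than H3.3Anull males by 1.35 in young (2 against 3 libraries, exact permutation p = 0.2) and by 2.16 in old heads (3 against 3, exact permutation p = 0.1), on the log2 scale. RNA from testis could raise them. The male reproductive markers differed by -0.14 in young and by 1.02 in old heads, at most 47.18% as much. Testis RNA need not raise both gene sets equally, so this share cannot decide against it in old heads. Without the libraries with reads on most silent genes the difference was 1.859 in young heads, with 1 H3.3K36R library against 2, and 1.976 in old heads, with 2 against 3. Genomic DNA thus does not account for the old difference, and the young one has too few libraries for this test. Y chromosomes of different origin were not tested. In old males the genotypes do not overlap, with means of 2.17 to 2.57 in H3.3Anull and 4.30 to 4.88 in H3.3K36R libraries, and 0.1 is the smallest p that 3 against 3 allow. With 10 relabellings in young and 20 in old males, neither test is able to reach 0.05.

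In old male H3.3Anull replicate 3 the yolk protein genes were high, with 253930 counts of Yp1 against at most 51098 in the other old males. Female heads in this preparation could give this. The 33 other genes higher in females implied a median female share of 5.829%, with quartiles of -3.11% and 22.0%, while Yp1 implied 19.4%, Yp2 20.9% and Yp3 23.2%. The median lies below the shares of the yolk protein genes. Those of Yp1 and Yp2 lie between the quartiles, and 6 of the other genes were above every other old male. With this spread the test cannot decide against female heads as the source. Young male H3.3K36R replicate 3 also had 56504 counts of Yp1, against at most 1282 in the other young males. Its roX1, at 39681, was the lowest of the male libraries. It is 1 of the 2 young male H3.3K36R libraries of the main set, and no explanation of its values was tested.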
